# Six Homeoproteins and a linc-RNA at the Fast MYH Locus Lock Fast Myofiber Terminal Phenotype

**DOI:** 10.1371/journal.pgen.1004386

**Published:** 2014-05-22

**Authors:** Iori Sakakibara, Marc Santolini, Arnaud Ferry, Vincent Hakim, Pascal Maire

## Abstract

Thousands of long intergenic non-coding RNAs (lincRNAs) are encoded by the mammalian genome. However, the function of most of these lincRNAs has not been identified *in vivo*. Here, we demonstrate a role for a novel lincRNA, *linc-MYH*, in adult fast-type myofiber specialization. Fast myosin heavy chain (*MYH*) genes and *linc-MYH* share a common enhancer, located in the fast *MYH* gene locus and regulated by Six1 homeoproteins. *linc-MYH* in nuclei of fast-type myofibers prevents slow-type and enhances fast-type gene expression. Functional fast-sarcomeric unit formation is achieved by the coordinate expression of fast *MYHs* and *linc-MYH*, under the control of a common Six-bound enhancer.

## Author Summary

Adult skeletal muscles are classified into fast-type and slow-type, which display different resistance to muscle atrophy and metabolic protection against obesity. We identify in this manuscript a new mechanism controlling *in vivo* adult muscle fiber-type specification implicating a long intergenic non-coding RNA, *linc-MYH*. We demonstrate a three-element genetic partnership, where an enhancer under the control of the myogenic homeoprotein Six1 functions as a regulatory hub to control fibre phenotype. In this partnership, the enhancer controls positively the expression of both the adjacent fast myosin heavy chain (MYH) gene cluster and of *linc-MYH. linc-MYH* is present only in adult fast type skeletal myofibers and controls their phenotype by suppressing slow-type gene expression. The regulation of *linc-MYH* could provide a lead for new therapeutic approaches or drug development.

## Introduction

Adult skeletal muscles are composed of slow and fast myofiber subtypes which selectively express the genes required for their specific contraction activity and metabolic properties [1]–[4]. These properties are acquired at the end of fetal development and during the neonatal period, when mixed skeletal myofibers expressing a panel of embryonic, fast and slow genes develop a specific slow or fast phenotype. The formation of efficient fast sarcomeric units, and Ca^++^ cycling and excitation/contraction/relaxation coupling in fast-myofibers, is achieved through the coordinate control of fast *Myhs* and associated fast sarcomeric genes (including *Tnnt3*, *Tnni2*, *Tnnc2*, *Atp2a1* and *Pvalb*) [2],[4]. Myofibers can be classified by their MYH expression profile: slow-type myofibers in mice express MYH7 (also known as MYHCI, β or slow), and fast-myofibers express MYH2 (MYHCIIA), MYH1 (MYHCIIX) or MYH4 (MYHCIIB). Fast *Myh* genes found in developmental and adult stages (*Myh3*, *Myh2*, *Myh1*, *Myh4*, *Myh8* and *Myh13*) are organized as a cluster within a 300 kb region on mouse chromosome 11 [5]. The spatio-temporal expression of one specific fast *Myh* gene at the *Myh* locus is reminiscent of the organization and expression of Globin genes at the beta-globin locus [6]. However, we are yet to investigate potential enhancers or the *Myh* locus control region (LCR) that could be responsible for sequential and specific *Myh* gene expression in myofibers. The coordination of fast-type and slow-type gene expression in fast myofibers is not currently understood. Distinct intramyofibrillary calcium transients, evoked by slow tonic motor neuron firing, induce a cascade of downstream signaling involving Calcineurin and CamK. This results in the activation of selective transcription activators and repressors in slow myofibres. However, the signaling pathways operating in distinct *Myh2*, *Myh1* and *Myh4* myofiber subtypes, which coordinate the activation of the other fast-type genes and the repression of slow-type genes, is less well understood [1]. Better knowledge of the mechanisms controlling muscle specialization and plasticity is important to enable the understanding and modulation of muscle adaptations in pathophysiological conditions.

Six homeoproteins are major myogenic transcription factors which directly bind to DNA sequences (called MEF3s) to control myogenesis [7],[8] and the genesis of fast-type myofibers during embryogenesis [9],[10]. In adult skeletal muscle, Six1 accumulates at a higher level in the nuclei of adult fast myofibers than in of slow myofibers. Forced expression of Six1 and its Eya1 cofactor in slow myofibers causes adult slow-twitch oxidative fibers toward a fast-twitch glycolytic phenotype [11]. Animals with a *Six1* KO present severe muscle hypoplasia and die at birth [12]. This prevents the *in vivo* analysis of the adult phenotype and the ability to investigate the direct or indirect involvement of Six1 in the spatio-temporal control of the expression of genes in the fast *Myh* cluster.

The mammalian genome encodes thousands of long intergenic non-coding RNAs (lincRNAs) which have multiple functions [13],[14]. Some accumulate in the cytoplam as miRNAs decoys [15],[16]. Others accumulate in the nucleus and participate to gene regulation through chromatin remodeling and epigenetic modifications [14],[17],[18]. Here, they may act as cis [19] or trans [20] transcriptional activators, as transcriptional repressors [21],[22] or through DNA-RNA triplex formation [23],[24].

In this study we identify a new lincRNA, *linc-MYH*, and the mechanism of its control of adult muscle fast fiber-type specification *in vivo*. We demonstrate a three-element genetic partnership, where an enhancer element under the control of the myogenic homeoprotein Six1 functions as a regulatory hub to control fiber phenotype. In this partnership, the enhancer positively controls the expression of both the adjacent fast *Myh* gene cluster and *linc-MYH*, suppressing slow-type gene expression and facilitating fast fiber-type specialization.

## Results

### Six1 binds directly to a newly identified enhancer of the *Myh* genes cluster

Our previous studies suggested that Six1 could be directly involved in the control of the expression of fast *Myh* genes, since higher levels of this transcription factor accumulate in the nuclei of adult fast myofibers than in slow myofibers [11]. To investigate how *Six1* could control the expression of fast *Myh* isoforms, we used computational analysis to locate MEF3 sites at the fast *Myh* locus (see Materials and Methods). Six clustered MEF3 sites are conserved across human, rat and mouse genomes in an intergenic region located 50 kb upstream of the *Myh2* gene (Figures 1A and S1) and 4 kb upstream of a lincRNA (2310065F04Rik); we refer to this lincRNA as *linc-MYH* (Figures 1A and S2). Six1 binding at these MEF3 sites was demonstrated *in vivo* by ChIP (Chromatin Immunoprecipitation) experiments with Six1 antibodies on adult fast gastrocnemius plantaris (GP) and tibialis anterior (TA) muscles (Figure 1B) but not on adult slow Soleus (data not shown), and confirmed for five of these sites (sites 1, 2, 3, 4 and 6) by EMSA assays (Figure S3A). We asked whether this *Myh* intergenic region could constitute an enhancer element, controlling the spatio-temporal expression of *Myh* genes in this locus. A 2 kb DNA fragment of this region, including the six identified MEF3 sites and 1 kb of DNA fragments upstream of the transcription start site of fast-type *Myh2*, *Myh1* and *Myh4* genes, was isolated. The putative enhancer was ligated to each *Myh* promoter using luciferase pGL3 basic plasmids to generate pGL3-Enhancer-*Myh2/1/4* constructs. To test the involvement of Six binding in enhancer activation of the *Myh2*, *Myh1* and *Myh4* promoters, we mutated all six MEF3 sites present in the enhancer, and named these reporters pGL3-mutEnhancer-*Myh2/1/4*. Luciferase activity was tested two weeks after the electroporation of reporter plasmids in adult TA muscles. The luciferase activity of pGL3-Enhancer-*Myh2/1/4* was seven to twelve times higher for either of the promoters, than with pGL3-*Myh2/1/4*. Enhancer activity was not observed in plasmids with mutated MEF3 sites associated with either of the *Myh* promoters (Figure 1C). Enhancer activity was neither observed with the promoters of the slow *Sln* (Figure S3B) or *Tnni1* genes, or with the promoter of the ubiquitous *β-actin* gene (Figure S3C). A weak enhancer activity was observed with *Myh4* promoter in primary embryonic fibroblasts, in which Six1 is expressed (Figure S3D and data not shown). These data showed that high MYH enhancer activity was only reached *in vivo* and required specific interactions with MYH promoter elements. To determine *in vivo* interactions between the enhancer and each *Myh* gene, we performed chromatin conformation capture (3C) assays of adult fast EDL (Extensor digitorum longus) myofibers. These experiments revealed that the enhancer interacts with the promoter of *Myh2/1/4* genes in native chromatin of EDL myonuclei (Figure 1D). The strongest interactions were observed with the *Myh1* and *Myh4* promoters, consistent with the expression profile of these two genes in EDL muscles. The data demonstrates that the identified conserved cis-element acts as an enhancer for the *Myh* locus and that MEF3 sites are essential for its enhancer activity *in vivo*.

**Figure 1:**
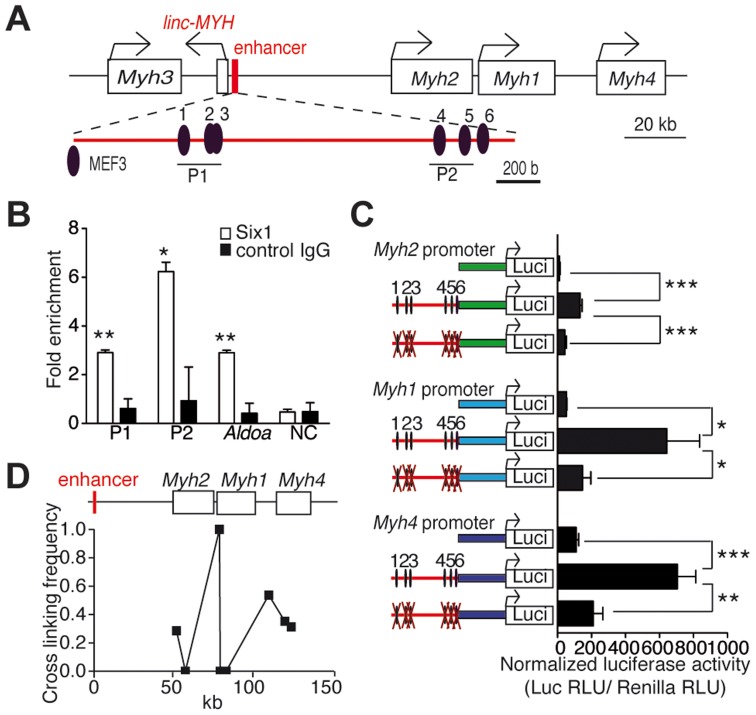
*Six1* binds directly the enhancer of the fast *Myh* gene cluster. (A) Schematic representation of the fast *Myh* gene cluster. (B) qPCR values of ChIP experiments performed with Six1 antibodies, or IgG on GP and TA chromatin, showing Six1 binding to P1 and P2 regions of the fast *Myh* enhancer, to the muscle promoter of *AldoA*, and to an intergenic region located 86 kb 5′ upstream of *Myh3* (NC) (n = 3). (C) Luciferase assays from adult TA muscles electroporated with luciferase vectors (indicated) and a TK-Rennila luciferase vector allowing normalization (n = 4). (D) qPCR experiments from 3C assays of wild type EDL muscle, showing the direct interactions of *Myh2*, *Myh1* and *Myh4* promoters with the fast *Myh* enhancer. *P<0.05, **P<0.01, ***P<0.001.

### Loss of *Six1* impairs fast muscle genes and *linc-MYH* expression during post-natal development

To further characterize the role of *Six1* in the control of fast *Myh* gene expression, we bred *Six1^flox/flox^* mice with transgenic mice expressing CRE recombinase under the control of the human skeletal actin (HSA) promoter and obtained *Six1^flox/flox^;HSA-CRE* conditional knockout mice (hereafter named *cSix1 KO*) [25],[26]. We analyzed the expression of fiber type specific genes in the back muscles of wild-type control mice and *cSix1 KO* mice at embryonic day 18.5 (E18.5) and at several post-natal stages (two weeks (P2W), four weeks (P4W) and eight weeks (P8W)) animals (Figure 2), as muscle fiber fast-subtype specialization takes place from the end of embryogenesis [9]. *Six1* mRNA was not detectable in back muscles of *cSix1 KO* mice (Figure 2). The expression of fast-type genes (*Myh4*, *Tnnt3*, *Tnni2*, *Tnnc2* and *Pvalb*) increased during postnatal development in control mice but that of slow-type genes (*Myh7*, *Tnnt1*, *Tnni1*, *Tnnc1* and *Sln*) decreased. The *linc-MYH* RNA was detected after birth in muscle samples and its expression increased in line with that of *Myh4* (Figure 2). The induction of fast-type genes and *linc-MYH* and the suppression of slow-type genes, were impaired in *cSix1 KO* mice. Expression of *linc-MYH* was reduced by three to five times in *cSix1 KO* mice during postnatal development (Figure 2). These results show that *Six1* controls the induction of *linc-MYH* and fast-type genes during postnatal development, and is required for the downregulation of slow type genes.

**Figure 2:**
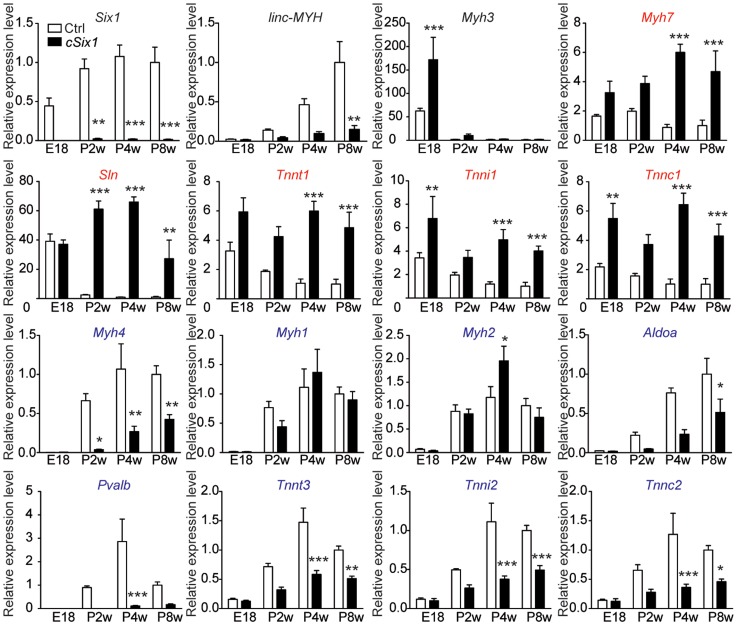
The expression of fast-type genes and *linc-MYH* is impaired in *cSix1 KO* mice during postnatal development. mRNA expression level of *Six1*, *linc-MYH*, *Myh3*, slow-type genes (red) and fast-type genes (blue) in back muscles of *cSix1 KO* mice at E18.5, P2W, P4W and P8W, as determined by qPCR experiments, (n = 3 to 6 for each point). *P<0.05, **P<0.01, ***P<0.001.

### *Six1* deficiency impairs adult muscle fast phenotype

We next analyzed adult 12 week-old *cSix1 KO* mice to further characterize the role of *Six1* in adult muscle. *Six1* mRNA and protein were not detectable in GP enriched with fast-myofibers or soleus (SOL) muscle enriched with slow-myofibers (Figure 3A and B), and fatigue resistance of TA muscle was 35% higher (Figure 3C) in the *cSix1 KO* mice. We used immunohistochemistry to analyse the composition of MYH7, MYH2 and MYH4 in *cSix1* mutant myofibers. Mutant TA muscles had a higher percentage of fibers containing MYH7 and MYH2, but a lower percentage of fibers containing MYH4 (Figures 3D and S4). We found consistent results during qPCR analysis of *Myh* mRNA i.e., higher levels of *Myh*7 and *Myh*2 mRNA and lower levels of *Myh*4 mRNA levels were observed in the fast TA muscles of *cSix1 KO* (Figure 3E). Expression levels of other specific fast and slow-type genes were also tested. We found in mutant TA muscles a downregulation of fast-type genes (*Tnnt3*, *Tnni2*, *Tnnc2* and *Pvalb*) and a five and to 25 fold increase in the levels of slow-type genes (*Myh7*, *Tnnt1*, *Tnni1*, *Tnnc1* and *Sln*) (Figure 3E). Nevertheless expression of slow *Myh7* is increased more than ten fold at the mRNA level in *cSix1* mutant TA myofibers, while by immunohistochemistry the number of MYH7 positive myofibers is increased less than two fold. This showed that there is no major phenotype switch in *cSix1* mutant TA myofibers. This observation could be explained either by the higher amount of *Myh7* mRNA accumulating in MYH7 positive fibers or by a general increase of *Myh7* mRNA in TA myofibers, mRNAs that would not be translated efficiently and leading to the absence of increase of MYH7 positive fibers. The expression of *linc-MYH* expression was lower in the adult TA of *cSix1 KO* mice, than in control mice (Figure 3E). These results indicate that the *Six1* homeoprotein can control the phenotype of fast skeletal myofibers in adult animals.

**Figure 3:**
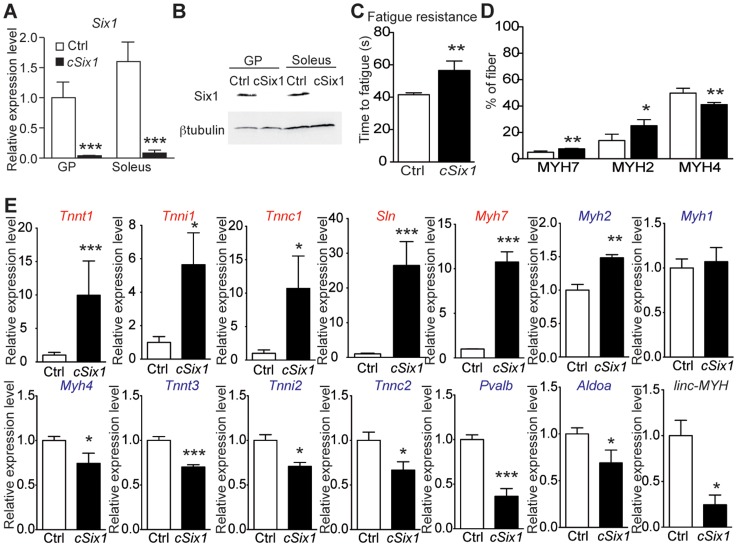
*Six1* deficiency impairs the adult phenotype of fast muscle. (A) *Six1* mRNA expression levels in GP and Sol muscles of three month-old control (Ctrl, n = 4) and *cSix1 KO* (n = 3) mice. (B) Western blot analysis of Six1 and βtubulin expression in Sol and GP of Ctrl and *cSix1 KO* mice. (C) Time to fatigue ratio of TA muscles of Ctrl (n = 4) and *cSix1 KO* (n = 4) mice. (D) Percentage of myofibers expressing MYH7, MYH2 and MYH4 in TA muscles of three month-old Ctrl (n = 4) and *cSix1 KO* (n = 4) mice. (E) mRNA expression levels of slow-type genes (red), fast-type genes (blue) and *linc-MYH* in TA muscles of three month-old Ctrl (n = 4) and *cSix1 KO* (n = 4) mice. *P<0.05, **P<0.01, ***P<0.001.

### *linc-MYH* is expressed exclusively in adult fast-type muscles

We found that *linc-MYH* is expressed in fast-type skeletal muscles (GP, TA and EDL), but not in SOL, brain, kidney, heart or fat tissues, an expression pattern which parallels that of the fast-fiber *Myh4* (Figure 4A). This suggested that *linc-MYH* is only expressed following robust nuclear accumulation of Six1, as takes place in the nuclei of *MYH4* myofibers [11], and that the weaker nuclear accumulation of Six1 observed in SOL myonuclei does not allow efficient Six1 binding on the *MYH* enhancer and *linc-MYH* expression. We used luciferase reporter transfection assays (as described above) to test the requirement for Six binding on the *MYH* enhancer to activate *linc-MYH* expression. These transient transfection assays, performed in adult TA, show that the *MYH* enhancer activates *linc-MYH* expression in a Six-dependent manner, as measured two weeks after electroporation (Figure 4B). *lincRNAs* can localize in cytoplasm [16] or as a single focus [19] or multiple foci [20] in nuclei. To analyze *linc-MYH* localization in skeletal muscle fiber, we performed fluorescent *in situ* hybridization (FISH), using *linc-MYH* sense and antisense RNA on isolated myofibers from fast EDL. Intranuclear localization of *linc-MYH* was observed with the antisense *linc-MYH* RNA probe, with approximately 10 *linc-MYH* foci per nucleus (n = 10, Figure 4C), while the sense *linc-MYH* RNA probe gave no signal (data not shown). We concluded from these experiments that *linc-Myh* RNA accumulates at specific sites in the nucleus of fast myofibers.

**Figure 4:**
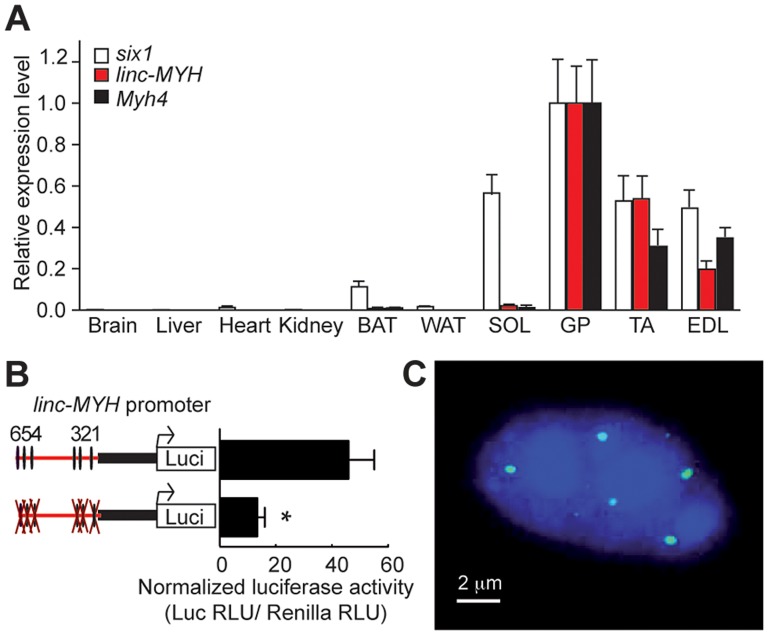
*linc-MYH* is expressed in adult fast-type skeletal muscles and accumulates in their nuclei. (A) Tissue distribution of *Six1*, *Myh4* and *linc-MYH* RNAs. BAT, brown adipose tissue; WAT, white adipose tissue. (n = 4). (B) Luciferase assays of adult TA electroporated with *linc-MYH* promoter luciferase vectors (indicated) and a TK-Renilla luciferase vector (allowing normalization). *P<0.05. (C) FISH of isolated EDL myofiber with a *linc-MYH* antisense RNA fluorescent-labeled probe (green) and Dapi staining (blue).

### *linc-MYH* coordinates fiber-type gene expression

Due to the number of *linc-MYH* foci observed in fast type nuclei, we hypothesized that *linc-MYH* could act in trans [17] to control gene expression in fast myofibers. To test this theory, we used electroporation to introduce a shRNA against *linc-MYH* (sh*linc-MYH*) in TA muscle and analyzed the transfected samples after fourteen days. This method yielded the efficient knockdown of *linc-MYH*, with a 90% reduction of its expression (Figure 5A). 

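In a knockdown the targeted RNA is read first. No probe set of the array annotation carried linc-MYH (2310065F04Rik) as its only gene, so this RNA was not analysed here. Probe sets with several genes were left out, so the values used here give no check of the knockdown. RNA of the tibialis anterior (TA), a fast muscle of the lower leg, was hybridized to Affymetrix Mouse Gene 1.0 ST arrays, which read each gene with a group of short probes called a probe set. The muscles had been given 10 µg of a plasmid by electroporation, a series of voltage pulses applied through the skin. Green fluorescent fibers were dissected 2 weeks later. The plasmid expressed the shRNA against linc-MYH on 2 arrays, and it was the control vector on the other 2. The methods use an shRNA against LacZ, in the TA of the other leg, as the control of such experiments. Both the methods and the sample labels give an age of 8 weeks, the methods for the day of electroporation, and another sentence of the methods gives an older age for in vivo transfections. The methods and the labels name different amplification kits and different amounts of RNA.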

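The authors' deposited values were log2 signals made by RMA, which subtracts background, gives the arrays one distribution of signals and summarizes the probes of each probe set. It can compress large differences and would hide a shift of all genes together. Medians of the 4 TA arrays lay between 5.09 and 5.14. Of 35556 probe sets, 21789 carried 1 gene symbol, while 1621 with several and 12146 with none were left out. For each of the 19938 genes, the probe set with the highest mean over all 10 arrays of the study was used. Groups were compared with limma, which steadies the spread of each gene with that of the others, and p-values were adjusted over all genes by the Benjamini-Hochberg method. In 5 simulations with the spread of these TA arrays and 200 changed genes, 9.2 unchanged genes were called on average. Limma recovered 62.2% of the genes changed 2-fold and 97.8% of those changed 4-fold. These shares are not the chance of calling each changed gene, since the spread differs between genes. Tnnt1 (fold 6.78), Tnnc1 (5.51), Bex1 (5.49) and Peg10 (5.44) were not called in TA. Gene lists, 24 in all, were compared with all other genes by camera, a test in limma that here presets a small correlation of 0.01 between the genes of a list. The lists, the tests within each comparison and the rule for the genes named were fixed before the data were examined, apart from choices named where they were made later, but after the rising genes of Tables S1 and S2 had been read. The number of arrays, 2 per group, limits the precision.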

To identify the consequences of *linc-MYH* knockdown and understand its mode of action, RNA samples from sh*linc-MYH* transfected adult TA were analyzed by Affymetrix microarrays (Figure 5D and Table S1), and validated by qPCR experiments (Figure 5A). The expression of *linc-MYH* was significantly lower in the absence of *Six1*, but *Six1* expression was not affected by the absence of *linc-MYH*. 

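Slow-fiber genes had higher signals in TA with shlinc-MYH, with a wide spread between the arrays. Tnnt1 and Tnnc1, the slow troponins T and C, had log2 fold changes of 2.76 (standard error 0.60, n = 2 against 2) and 2.46 (standard error 0.66). The value was 1.71 (standard error 0.16) for Sln, sarcolipin, an inhibitor of the calcium pump of the sarcoplasmic reticulum, and 1.53 (standard error 0.19) for Tnni1, the slow troponin I. In each of these 4 genes both shlinc-MYH arrays lay above both control arrays. None passed over all genes, with adjusted p = 0.423 for Tnnt1, 0.471 for Tnnc1, 0.0579 for Sln and 0.148 for Tnni1 from limma. This fit does not pair the arrays; with the replicate number as a block Sln passed and the other 3 did not, after centring Sln passed, and with all 10 arrays in 1 fit Sln, Tnni1 and Tnnt1 passed. The control arrays themselves differed: Tnnt1 was 8.01 on control replicate 1 and 6.00 on control replicate 2, and Tnnc1 was 8.06 and 5.74. Without control replicate 2 the log2 fold change of Tnnt1 was 1.75 and that of Tnnc1 was 1.30. Without control replicate 1 that of Tnnc1 was 3.62, and that of Tnnt1 was likewise above its 2.76. Of 18 slow sarcomere and calcium handling genes, 0 passed in limma over all genes, 11 were higher and 1 was lower when adjusted over the list alone, and 14 had a value above 0, with a median of 0.78. The lower gene was Pln, phospholamban, at -0.63. Camera gave adjusted p = 1.2e-08 for the list, and adjusted p = 0.475 with an estimated correlation. The study names several of these genes from the same samples, so the list is not independent evidence of their direction.

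**Figure D1:**
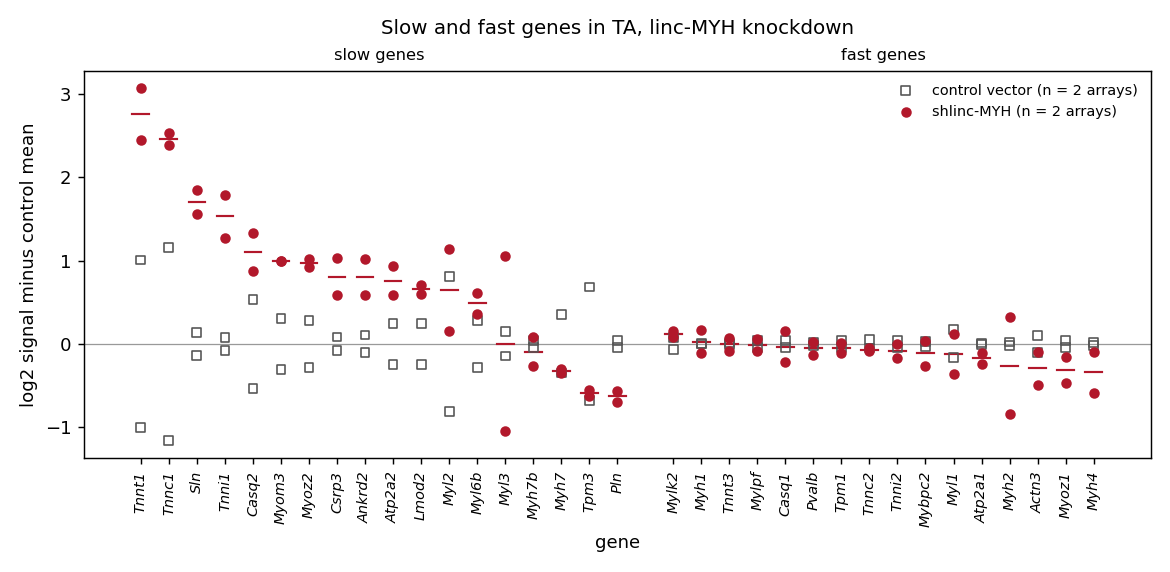
Signal of each TA array for the slow and the fast list, as the log2 signal minus the control mean of that gene. Filled circles are the 2 shlinc-MYH arrays with their mean as a line, open squares are the 2 control arrays, and slow genes stand left of fast genes. Tnnt1 and Tnnc1 have the highest shlinc-MYH means, their control arrays lie far apart, and the means of the fast genes run from -0.34 (Myh4) to 0.12 (Mylk2), with single arrays as low as -0.84 (Myh2).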

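Fast-fiber genes differed little between the groups. Myh4, the myosin heavy chain of the fastest fibers, had a log2 fold change of -0.34 (standard error 0.18, adjusted p = 0.651 from limma). Values were -0.01 (standard error 0.12) for Tnnt3 and -0.09 (standard error 0.12) for Tnni2, the fast troponins T and I, and -0.05 (standard error 0.12) for Pvalb, parvalbumin, a calcium buffer of fast fibers. Of 16 fast sarcomere and calcium handling genes, 14 had a value below 0 and the median was -0.08. The median was 0.0012 without shlinc-MYH replicate 2, -0.02 without control replicate 2 and -0.12 without control replicate 1, and -0.15 without shlinc-MYH replicate 1, where the list passed camera. At adjusted p under 0.05 limma called 0 of the 16, and 0 when adjusted over the list alone, while camera gave adjusted p = 0.161. The 95% confidence interval of the log2 fold change ran from -0.78 to 0.09 for Myh4 and from -0.30 to 0.28 for Tnnt3. In control TA each of the 16 genes lay at or above percentile 95.8 of all genes, where array signals can be compressed.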

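Outside the contractile genes, 3 genes rose at an adjusted p under 0.05 and 0 fell. Ankrd1, a stress-responsive ankyrin repeat protein of the sarcomere and nucleus, rose by a log2 fold change of 2.73 (standard error 0.15), from a signal of 8.13 ± 0.13 (SD, n = 2) to 10.86 ± 0.20 (SD, n = 2). Zdbf2, an imprinted gene, rose by 2.58 (standard error 0.16), and Nrk, a protein kinase, by 2.09 (standard error 0.13); the adjusted p from limma was 0.0165 for each. Bex1, at 2.46, and the imprinted Peg10, at 2.44, did not pass, with adjusted p = 0.252 for Peg10 from limma. Tnnt2, a troponin T of heart and of developing muscle, was at 1.89, and Myh3, the embryonic myosin heavy chain, and Ttc9 were both at 1.81, without passing. Among genes with an established name whose groups do not overlap, the lowest values belonged to Tspan8 (-1.09), Smox (-1.07), Fat3 (-1.06), Timp4 (-1.04) and Ces1d (-1.02), followed by Maob at -1.01, Ppp1r1a at a fold of 0.499, and on the log2 scale Mgat4a and Adgrf5 at -0.96 and Glb1l2 at -0.94, and none passed. With the mean of its probe sets Fat3 was at -0.30. At least 2-fold differences were seen for 57 genes higher and 9 lower, with no test; the 9 include Retnla (-1.12), whose groups overlap. Without control replicate 1 or 2 they were 90 and 33 or 70 and 27, and without shlinc-MYH replicate 1 or 2 they were 100 and 14 or 68 and 56. At an unadjusted p under 0.05 limma gave 852 genes higher and 872 lower. The methods' t-test gave 599 and 784 at its own threshold and 0 after Benjamini-Hochberg adjustment. With any 1 of the 4 arrays left out limma called 0 genes, the lone array of a group being assumed to vary like the others.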

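Heat shock and protein stress genes were higher as a group in TA with shlinc-MYH. All 19 measured members had a value above 0, with a median of 0.52 and camera adjusted p = 3.8e-16 (adjusted p = 0.475 with an estimated correlation), and 11 were higher when adjusted over the list alone. Among them Hspb8 was at 1.32, Hspb1 at 1.23 and Hsp90aa1 at 0.98. Of 14 denervation-responsive genes, 9 were higher and 1 lower when adjusted over the list alone, with a median of 0.70 and camera adjusted p = 1.4e-08 (adjusted p = 0.475 with an estimated correlation). They include the acetylcholine receptor subunits Chrna1 at 1.52 and Chrng at 1.32, and Gadd45a, a stress-responsive gene, at 0.74. Of 8 developmental sarcomere isoforms 4 were higher when adjusted over the list alone, with a median of 1.04, camera adjusted p = 2.6e-04 and adjusted p = 0.476 with an estimated correlation; Myl4 was at 1.72 and Myh8 at 1.61. In none of these 3 lists did limma call a gene over all genes. Markers of endothelial cells were lower in the same arrays, with a median of -0.59 over 10 genes, all below 0, camera adjusted p = 2.5e-06 and adjusted p = 0.475 with an estimated correlation. Pecam1 was at -0.83 and Flt1 at -0.82, and 2 of the 10 were lower when adjusted over the list alone. Both lists kept passing while single arrays moved them: the developmental median was 0.69 without control replicate 2, and the endothelial median was -0.28 without shlinc-MYH replicate 1 and -0.93 without replicate 2.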

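Imprinted genes, p53 targets and satellite cell markers were also higher as groups, by less. The 19 imprinted genes had a median of 0.15, camera adjusted p = 2.3e-04 and adjusted p = 0.537 with an estimated correlation; Zdbf2 was the gene called, and 5 were higher when adjusted over the list alone. Of 12 p53 targets, 2 were higher when adjusted over the list alone, with a median of 0.18, camera adjusted p = 5.7e-04 and adjusted p = 0.475 with an estimated correlation; Eda2r was at 1.10. The 9 satellite and regenerating myoblast markers had a median of 0.12, 3 higher when adjusted over the list alone, camera adjusted p = 0.00500 and adjusted p = 0.475 with an estimated correlation; Myog was at 1.60 and Mymk at 1.08. Fatty acid oxidation genes were lower as a group (18 genes, median -0.22, camera adjusted p = 2.3e-04, adjusted p = 0.537 with an estimated correlation). Glycolysis and glycogen genes had a median of -0.13 over 17 genes, camera adjusted p = 0.0275 and adjusted p = 0.836 with an estimated correlation. Limma called 0 genes in either of these lists of lower genes, and 0 when adjusted over the list alone. Without shlinc-MYH replicate 1 the imprinted list (median 0.02) and the satellite list (0.23) no longer passed, nor did glycolysis without control replicate 2 (-0.11) or shlinc-MYH replicate 2 (-0.12). With the dimmer genes left out the satellite list did not pass. Other medians moved with single arrays and still passed. Without control replicate 1 they were 0.27 for imprinted genes and 0.07 for satellite markers, without shlinc-MYH replicate 1 0.28 for p53 targets and -0.14 for fatty acid oxidation, and without shlinc-MYH replicate 2 they were 0.33 for imprinted genes and 0.21 for satellite markers.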

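Besides the fast genes, 12 lists did not pass camera in TA. Medians were 0.19 for the interferon response, 0.13 for macrophage markers, 0.06 for neutrophil markers, 0.04 for fibroblast and matrix markers, 0.07 for 2 red blood cell markers and -0.0022 for lymphocyte markers. They were -0.04 for fiber-type regulators, -0.05 for cell cycle genes, -0.07 for oxidative phosphorylation, -0.10 for adipocyte markers, -0.23 for Schwann and nerve markers and -0.29 for smooth muscle markers. The lowest camera adjusted p among them was 0.0767. Single arrays moved these medians, and further lists passed with 1 array left out, some higher and some lower. The interferon response was at 0.52 without shlinc-MYH replicate 1 and 0.28 without control replicate 1, but at -0.20 without shlinc-MYH replicate 2. Macrophage and neutrophil markers were at 0.48 and 0.22 without control replicate 1 and at -0.22 and -0.16 without control replicate 2. Schwann and nerve markers were at 0.08 without control replicate 1 and at -0.46 without control replicate 2. In these fits smooth muscle markers were at -0.03 and -0.66, adipocyte markers at -0.06 and -0.27 and cell cycle genes at -0.02 and -0.22. Without shlinc-MYH replicate 1 lymphocyte markers were at 0.22 and adipocyte markers at -0.32, and without replicate 2 at -0.22 and -0.0012. Fibroblast markers were at 0.19 and smooth muscle markers at -0.35 without replicate 2, and oxidative phosphorylation at -0.12 without control replicate 1. Signs also turned for fibroblast markers (-0.09 without shlinc-MYH replicate 1), red blood cell markers (-0.11 without replicate 2), fiber-type regulators (0.05) and cell cycle genes (0.01), the last 2 without replicate 1. With a correlation estimated from the arrays camera called 0 of the 24 lists, where the preset called 11, 7 of them higher and 4 lower. Fry, which asks whether the genes of a list move one way without setting them against other genes, called 0, with a lowest adjusted p of 0.301.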

Knockdown of *linc-MYH* led to robust gene expression modification; this knockdown strongly upregulated the expression of numerous slow genes (such as *Sln*, *Tnni1*, *Tnnc1* and *Tnnt1*) and moderately downregulated the expression of several fast genes, (including *Myh4*, *Tnnt3*, *Tnni2* and *Pvalb*) (Figure 5A). We noted that the expression of *Sln* and other slow genes remained far lower in *linc-MYH* knockdown TA than in wild type Soleus. This showed that *linc-MYH* knock down in TA is not sufficient to achieve the full transcription efficiency of these slow genes as is observed in SOL, where calcineurin and several kinases are required to achieve their efficient transcription [27]. In addition, and contrary to what was observed previously in the muscles of *cSix1* KO mice, slow *Myh*7 expression level did not change in *linc-MYH* knock down TA. 

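Myh7 encodes the slow myosin heavy chain. Its signal was 5.00 ± 0.03 (SD, n = 2) on the shlinc-MYH arrays and 5.33 ± 0.49 (SD, n = 2) on the control arrays, where control replicate 1 was at 5.68 and control replicate 2 at 4.98. This is a log2 fold change of -0.33 (standard error 0.23), with a 95% confidence interval from -0.88 to 0.22 and adjusted p = 0.740 from limma. The control mean of Myh7 lay at percentile 50.5 of all genes. Myl2, the slow regulatory light chain, was at 0.65 (standard error 0.55, adjusted p = 0.796 from limma).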

We next tested whether the transcription rate of *Sln* and *Tnnt1* slow genes was modified in *linc-MYH* knock down TA by measuring their pre-mRNA expression level. As can be seen in Figure 5B we observed an upregulation of pre-mRNA of these slow genes after *linc-MYH* knock down, which is proportional to their respective mRNA accumulation, demonstrating that their transcription is increased after *linc-MYH* knock down in TA, and showing that *linc-Myh* can act in trans to decrease their transcription. Since we also observed a moderate down-regulation of the expression of fast genes in *linc-MYH* knock down TA, among which *Myh4*, we next tested whether the activity of the pGL3-Enhancer-*Myh4* reporter could be modulated by the absence of *linc-MYH*. Two weeks after cotransfection of pGL3-Enhancer-*Myh4* and sh*linc-MYH* in TA, we observed a statistically significant decrease of Luciferase activity, demonstrating the requirement of *linc-MYH* for efficient transcription of *MYH4* (Figure 5C). Altogether these experiments show that accumulation of *linc-Myh* in the nuclei of fast myofibers participates in the transcriptional silencing of slow genes and is required for the full activation of fast genes.

**Figure 5:**
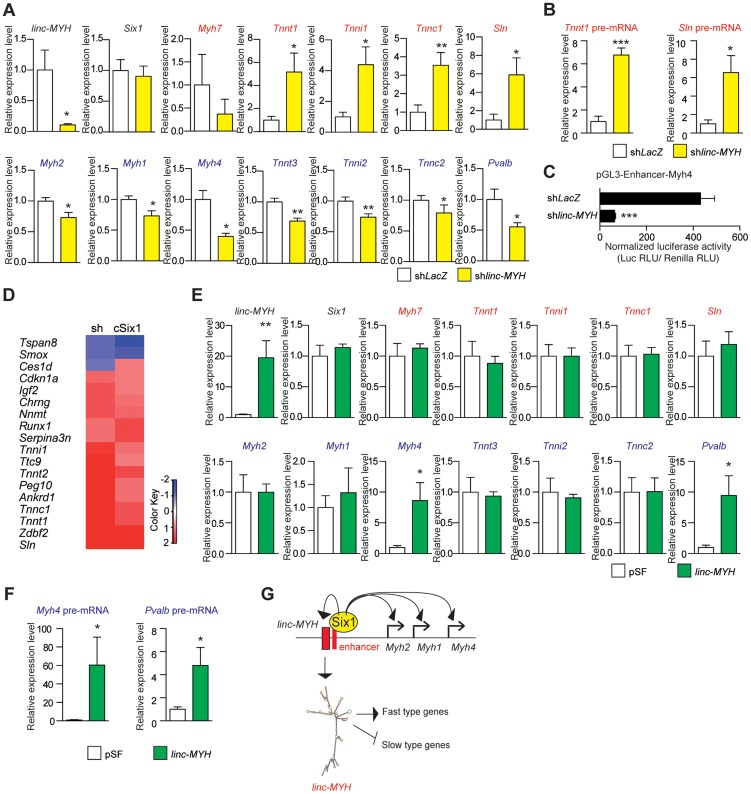
Slow-type gene expression is suppressed by *linc-MYH*. (A) qPCR experiments revealing mRNA expression levels of *linc-MYH*, *Six1*, slow-type genes (red) and fast-type genes (blue) in TA muscles expressing a shRNA directed against *linc-MYH* or *LacZ* (n = 5). (B) qPCR experiments revealing pre-mRNA expression of the *Tnnt1* and *Sln* slow genes in TA muscles expressing a shRNA directed against *linc-MYH* or *LacZ* (n = 5) (C) Luciferase activity of pGL3-Enhancer-*Myh4* in TA muscles expressing a shRNA directed against *linc-MYH* or *LacZ* (n = 4). (D) Microarray analysis of TA muscles transfected by shRNA against *linc-MYH*: a heat map of genes (red) upregulated to more than double the levels observed in c*Six1*KO. (E) qPCR experiments revealing mRNA expression levels of *linc-MYH*, *Six1*, slow-type genes (red) and fast-type genes (blue) in Soleus muscles expressing *linc-Myh* or the empty vector pSF (n = 4). (F) qPCR experiments revealing pre-mRNA expression of the *Myh4* and *Pvalb* fast genes in Soleus muscles expressing *linc-Myh* or the empty vector pSF (n = 4) (G) A model of *Six1* controlling the expression of the different *MYH* and of *linc-MYH* at the fast *Myh* locus in fast myofibers. Below, the hypothesis explaining the *linc-MYH* mode of action, as supported by the transcriptomic-wide analysis performed after *linc-MYH* knockdown in fast TA. *P<0.05, **P<0.01, ***P<0.001.

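Genes at least 2-fold higher in both comparisons numbered 15, of 57 in TA with shlinc-MYH and 58 in cSix1 KO muscle. Chance alone would place 0.166 genes in both lists (one-sided Fisher exact test across genes, p = 2.5e-26; genes are not independent replicates). They hold the slow troponins Tnnt1, Tnnc1 and Tnni1 and sarcolipin, the developmental Tnnt2, the imprinted Igf2, Peg10 and Zdbf2, and Chrng and Runx1, which respond to denervation. The others are Ankrd1, Nnmt, a methyltransferase, Serpina3n, a secreted protease inhibitor, and Orm2 and A930003A15Rik, which were singled out after their values were seen. In TA the fold was 2.65 for Igf2, 2.49 for Chrng, 2.32 for Serpina3n, 2.22 for Runx1 and 2.19 for Nnmt; in cSix1 KO muscle it was 2.01, 2.16, 2.92, 2.89 and 2.25. Zdbf2 was the 1 gene called by limma in both comparisons. Runx1, Orm2 and A930003A15Rik passed in neither. Tspan8, a tetraspanin, and Smox, spermine oxidase, were at least 2-fold lower in both, where chance would place 0.0117 genes (Fisher exact test, p = 5.9e-05). Genes lower in both were 0 without TA control replicate 2 and 8 without replicate 1, 5 without shlinc-MYH replicate 2, and 1 without gastrocnemius control replicate 3 or cSix1 KO replicate 1; those higher in both ran from 10 without gastrocnemius control replicate 2 to 17 without shlinc-MYH replicate 2. No gene was at least 2-fold higher in one comparison and 2-fold lower in the other. Ttc9 was 3.51-fold higher in TA and 1.85-fold in cSix1 KO muscle. Ces1d, a carboxylesterase, was at 0.492 of control in TA and at 1.90 in cSix1 KO muscle. Cdkn1a was not analysed here. The paper draws on qPCR of slow and fast genes, the microarrays, the pre-mRNA of slow genes and the Myh4 reporter. From these it concludes that linc-MYH takes part in silencing slow genes and is needed to activate fast genes fully.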

### Transcriptomic analysis of *cSix1* and *linc-MYH*

We compared the networks of genes under the control of *linc-MYH* and of Six1 homeoprotein in adult muscles by the transcriptomic analysis of c*Six1* and *linc-MYH* knockdown (Figure 5D and Table S2). 

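The second comparison used gastrocnemius, a calf muscle, of cSix1 KO mice and of control mice. The knockout comes from a Cre recombinase under the human skeletal actin promoter, which acts in fibers and not in the other cells of the muscle. There were 3 cSix1 KO and 3 control arrays of the same type, and the labels give an age of 8 weeks. Medians of these 6 arrays lay between 6.60 and 6.67, well above those of the TA arrays, so levels were compared within each tissue only. The comparisons share no control array. No source used here states that each gastrocnemius array came from its own animal, so p-values measure the spread between these samples, which may be technical. In simulations with the spread of these arrays limma recovered 96.8% of genes changed 2-fold and 99.8% of those changed 4-fold, with 11.2 unchanged genes called on average.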

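Slow-fiber genes rose in cSix1 KO muscle. Sln rose by a log2 fold change of 2.36 (standard error 0.19, adjusted p = 0.00292), from 6.27 ± 0.35 (SD, n = 3) to 8.64 ± 0.28 (SD, n = 3). Tnnc1 rose by 1.40 (standard error 0.14), Tnnt1 by 1.32 (standard error 0.16), Myh7 by 1.15 (standard error 0.12) and Tnni1 by 1.07 (standard error 0.14), with adjusted p = 0.00596, 0.0118, 0.00690 and 0.0136 from limma. Of 18 slow sarcomere and calcium handling genes 11 rose over all genes, 16 when adjusted over the list alone, and 0 fell; 17 had a value above 0 and the median was 0.88. Camera gave adjusted p = 6.1e-20 for the list, and adjusted p = 0.164 with an estimated correlation. Of 16 fast sarcomere and calcium handling genes, 1 fell over all genes and 6 when adjusted over the list alone. The gene was Mylk2, the myosin light chain kinase of skeletal muscle, at -0.68 (standard error 0.07, adjusted p = 0.00596 from limma). Pvalb was at -0.41 (standard error 0.08, adjusted p = 0.0525), Actn3, the alpha-actinin of fast fibers, at -0.24, Tnni2 at -0.14, Myh4 at -0.12 and Atp2a1, the fast calcium pump, at -0.10. The fast list had a median of -0.15, camera adjusted p = 4.2e-07 and adjusted p = 0.231 with an estimated correlation; after quantile normalization the median was -0.07 and passed. Its genes lay at or above percentile 99.0 in control muscle. Without cSix1 KO replicate 1 or 2 the calls of Tnnt1 and Tnni1 ended (Tnnt1 at 1.25 without replicate 2, Tnni1 at 1.05 without replicate 1), and with all 10 arrays in 1 fit Tnnc1 and Tnnt1 did not pass. The study names several genes of both lists from these samples, so the lists are not independent evidence of direction.

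**Figure D2:**
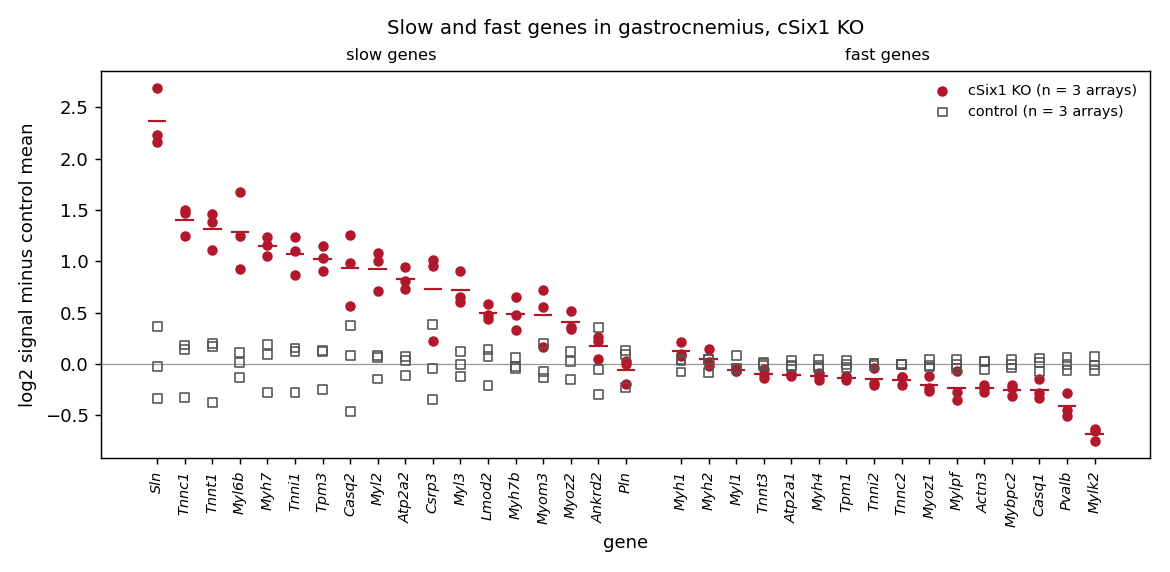
Signal of each gastrocnemius array for the slow and the fast list, as the log2 signal minus the control mean of that gene. Filled circles are the 3 cSix1 KO arrays with their mean as a line, open squares are the 3 control arrays, and slow genes stand left of fast genes. Sln has the highest mean, at 2.36, and 14 of the 16 fast genes have means below 0.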

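Across all genes, 181 rose and 166 fell in cSix1 KO muscle at an adjusted p under 0.05 from limma. With microRNA genes and 1 transcript without an established name left aside, the largest rises were those of Tecrl (log2 fold change 2.38, adjusted p = 2.5e-05), Sln and Zdbf2 (2.07, adjusted p = 0.0250), then Atp1b4, a muscle protein of the inner nuclear membrane (2.05), Gabrr2, a GABA receptor subunit (1.93), and the zinc finger protein Zfp385a (1.88). They were followed by Meg3, an imprinted noncoding RNA, at 1.80, by Enpep, an aminopeptidase, and Blnk, an adaptor of B cell signaling, both at 1.65, and by Casr, the calcium-sensing receptor, at 1.63. Among the falls, Mss51, a mitochondrial protein of muscle, went from 8.83 ± 0.66 to 6.03 ± 0.15 (SD, n = 3 each), a log2 fold change of -2.81 (adjusted p = 0.00596 from limma). Tspan8 fell by 2.23, Rasd2, a small GTPase, by 1.74, the potassium channel subunit Kcng4 by 1.73 and the myosin light chain kinase family member Mylk4 by 1.71. Stxbp4 and St8sia5, a sialyltransferase, were both at -1.58, Gpd2, the mitochondrial glycerol phosphate dehydrogenase, at -1.57, Gdap1, a mitochondrial outer membrane protein, at -1.50 and Lsmem1 at -1.47. At least 2-fold differences were seen for 58 genes higher and 26 lower, of which 45 and 18 were called. Arrays centred on their medians gave 142 rises and 247 falls. The count was 131, 101 or 167 without control replicate 1, 2 or 3, and 96, 51 or 560 without cSix1 KO replicate 1, 2 or 3. Without control replicate 2 the calls of Gabrr2 (1.69), Stxbp4 (-1.59) and Zdbf2 (1.98) ended, without cSix1 KO replicate 1 those of Meg3 (1.79) and Rasd2 (-1.66), and without cSix1 KO replicate 2 that of Mylk4 (-1.68). Control replicates 1 and 3 and cSix1 KO replicates 1 and 2 each ended further calls among these genes. Unadjusted p was under 0.05 for 1683 genes higher and 1296 lower; the methods' t-test gave 1286 and 1317 at that threshold, and 3 and 1 after Benjamini-Hochberg adjustment.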

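Markers of macrophages were higher as a group in cSix1 KO muscle. All 16 had a value above 0, with a median of 0.74, camera adjusted p = 3.9e-10 and adjusted p = 0.261 with an estimated correlation. Limma called 1, the mannose receptor Mrc1 (0.77), and 15 when adjusted over the list alone; the median was 0.40 without cSix1 KO replicate 1. Neutrophil markers had a median of 0.25 over 10 genes (camera adjusted p = 0.00388, adjusted p = 0.308 with an estimated correlation), 0 called in limma, 4 higher and 1 lower when adjusted over the list alone; Lcn2 was at 1.10 and Retnlg at 0.96. Fibroblast and matrix markers had a median of 0.34 over 11 genes (camera adjusted p = 3.5e-05, adjusted p = 0.164 with an estimated correlation), 0 called and 5 higher when adjusted over the list alone. Of 19 cell cycle genes 5 rose, among them Ccna2 (0.79), Mki67 (0.74), Bub1 (0.66) and Top2a (0.63), and 13 when adjusted over the list alone, with a median of 0.39, camera adjusted p = 9.1e-10 and adjusted p = 0.164 with an estimated correlation. With the dimmer genes left out the cell cycle list had a median of 0.09 and did not pass. Satellite and regenerating myoblast markers had a median of 0.33 over 9 genes, 2 called, Myog (0.82) and Mymk (0.76), and 5 higher when adjusted over the list alone (camera adjusted p = 5.3e-05, adjusted p = 0.134 with an estimated correlation). Without control replicate 2 the calls of Myog (0.81), Ccna2 (0.75), Bub1 (0.63), Mki67 (0.73), Mymk (0.75) and Mrc1 (0.74) ended, and without cSix1 KO replicate 2 that of Top2a (0.63); except for Mrc1 and Top2a, each ended without further arrays too. With the mean of its probe sets Top2a was at 0.25 and did not pass.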

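Imprinted genes were higher as a group, and all 19 measured had a value above 0. Limma called 6, namely Meg3, Rian (1.41), Zdbf2, Peg10, Igf2 and Dlk1 (0.73), and 14 when adjusted over the list alone; the median was 0.35, camera adjusted p was 1.5e-13, and adjusted p = 0.134 with an estimated correlation. Of 14 denervation-responsive genes 4 rose, Chrng (1.11), Gadd45a (1.06), Myog and Chrnd (0.71), and 8 when adjusted over the list alone, with a median of 0.51, camera adjusted p = 5.7e-05 and adjusted p = 0.224 with an estimated correlation. Of 17 glycolysis and glycogen genes, all below 0, 2 fell, Phka1 (-0.50), a subunit of phosphorylase kinase, and Pfkm (-0.36), muscle phosphofructokinase, and 7 when adjusted over the list alone; the median was -0.17, camera adjusted p was 1.0e-08, and adjusted p = 0.164 with an estimated correlation. The 29 oxidative phosphorylation genes had a median of -0.08, with 0 called in limma, camera adjusted p = 5.9e-04 and adjusted p = 0.555 with an estimated correlation; the list did not pass after quantile normalization (median -0.04). The 19 heat shock and protein stress genes had a median of 0.14, with Hspb1 (0.56) called and 2 higher when adjusted over the list alone (camera adjusted p = 0.00264, adjusted p = 0.414 with an estimated correlation), and did not pass without cSix1 KO replicate 2 (0.11). The calls of Chrng (1.08), Chrnd (0.68), Hspb1 (0.51) and Pfkm (-0.35) ended without control replicate 2, those of Igf2 (0.99) and Phka1 (-0.44) without cSix1 KO replicate 1, and that of Gadd45a (1.08) without cSix1 KO replicate 2; those of Rian and Dlk1 held without each array, and the others, apart from Gadd45a, ended without further arrays. The heat shock median was 0.24 without cSix1 KO replicate 3, and that of oxidative phosphorylation -0.03 without replicate 1.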

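The other 12 lists did not pass camera in cSix1 KO muscle. Developmental sarcomere isoforms had a median of 0.40 over 8 genes, with Tnnt2 (1.32) and Myh8 (0.83) called by limma, 4 higher and 1 lower when adjusted over the list alone, and camera adjusted p = 0.0729; neither call held with any 1 array left out except cSix1 KO replicate 3 (Myh8 at 0.79 without control replicate 2). Medians were 0.29 for adipocyte markers, 0.11 for fatty acid oxidation and for Schwann and nerve markers, 0.07 for endothelial markers, 0.05 for p53 targets, 0.03 for lymphocyte markers and 0.02 for red blood cell markers. They were -0.07 for smooth muscle markers, -0.08 for fiber-type regulators and -0.10 for the interferon response. The fiber-type regulators had a mean of 0.02, of opposite sign to their median. Other signs turned with single arrays. The interferon response was at 0.0036 without control replicate 2 and 0.02 without cSix1 KO replicate 1. Endothelial markers were at -0.0055 without control replicate 2, and lymphocyte markers at -0.03 without control replicate 1. Without cSix1 KO replicate 3 red blood cell markers were at -0.03 and fatty acid oxidation at 0.0082. Adipocyte markers were at 0.11 without control replicate 3. Without control replicate 1 or cSix1 KO replicate 3 adipocyte markers (0.47 and 0.56) and the interferon response (-0.30 and -0.31) passed. Schwann and nerve markers passed without control replicate 1 (0.14) and smooth muscle markers without cSix1 KO replicate 1 (-0.11). Further lists passed as higher: 14 in all did without control replicate 1, where 9 did with every array. They were 12 without control replicate 3 or cSix1 KO replicate 3, and 11 without cSix1 KO replicate 1. With a correlation estimated from the arrays camera called 0 of the 24 lists, where the preset called 12, 9 of them higher and 3 lower, and the lowest adjusted p was 0.134. Fry called 11 lists, among them developmental isoforms and Schwann and nerve markers, which did not pass camera. Of the 12 lists of the preset, fry did not call macrophage markers (adjusted p = 0.0890) or neutrophil markers (0.140). Nor did it call heat shock genes (0.135) or oxidative phosphorylation (0.206).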

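Tnnt1 was 6.78-fold higher in TA with shlinc-MYH, Ankrd1 6.65-fold, Zdbf2 5.97-fold, Tnnc1 5.51-fold, Bex1 5.49-fold and Peg10 5.44-fold. These were the 6 genes at least 5-fold higher here. They are not the same genes as those with the highest folds in Table S1, which include Sln, at 3.27 here, and not Bex1. In cSix1 KO muscle Zdbf2 was 4.19-fold higher, Tnnc1 2.65-fold, Tnnt1 2.50-fold, Peg10 2.17-fold and Ankrd1 2.14-fold, and Bex1, a small protein of neurons and regenerating muscle, was at 0.892 of control. So 5 of the 6 were at least 2-fold higher in cSix1 KO muscle, where chance would place 0.0175 (one-sided Fisher exact test across genes, p = 1.0e-12). Limma called Zdbf2, Tnnc1, Tnnt1 and Peg10 there, and not Ankrd1 or Bex1 (adjusted p = 0.871 for Bex1). Without TA control replicate 2 the overlap was 2 genes.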

We found that the six genes whose expression was the most increased in the *linc-MYH* knockdown were also significantly upregulated in *cSix1 KO* muscles (Figure S5). Besides slow muscle genes, two genes, *Ankrd1* and *Peg10*, were more severely upregulated in the *linc-MYH* knockdown line (10 and 8 times, respectively) than in c*SIX1* mutant myofibers (by 2.8 and 1.5 times, respectively). These non slow-type genes could be exclusively repressed by *linc-MYH* in adult fast myofibers since there is a stronger downregulation of *linc-MYH* accumulation after its knockdown than in c*Six1* mutant myofibers. 

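Ankrd1 and Peg10 had higher folds in TA with shlinc-MYH than in cSix1 KO muscle, but neither difference passed over all genes. The effect in TA minus that in cSix1 KO muscle was 1.63 (standard error 0.60, unadjusted p = 0.0206) for Ankrd1 and 1.33 (standard error 0.46, unadjusted p = 0.0145) for Peg10 in limma on all 10 arrays (adjusted p = 0.315 and 0.296). The log2 fold change of Ankrd1 in cSix1 KO muscle was 1.10 (standard error 0.44, adjusted p = 0.289 from limma), with a 95% confidence interval from 0.09 to 2.11 and signals of 9.27 ± 0.85 against 8.17 ± 0.62 (SD, n = 3 each). That of Peg10 was 1.12 (standard error 0.19, adjusted p = 0.0356 from limma), with signals of 8.50 ± 0.42 against 7.38 ± 0.15. In TA the signal of Peg10 was 7.74 ± 0.92 with shlinc-MYH and 5.30 ± 0.18 in controls (SD, n = 2 each), and its log2 fold change was 1.80 without shlinc-MYH replicate 1 and 3.09 without replicate 2. The Peg10 call in cSix1 KO muscle ended with any 1 array left out except cSix1 KO replicate 3, for example at a log2 fold change of 1.10 without control replicate 2.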

Transcriptomic analysis of adult myofibers deprived of either *Six1* or of l*inc-Myh* identified a strong qualitative and quantitative correlation in the expression of specific genes between *linc-MYH* knockdown and *cSix1* adult mutant myofibers. 

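Across all 19938 genes, the log2 fold changes of the comparisons had a Pearson correlation of 0.201 and a Spearman correlation of 0.101, and 52.3% of the genes had the same sign. Among the 347 genes called in cSix1 KO muscle, these were 0.479 and 0.494, with the same sign in 256 genes (73.8%). Within one direction they were lower, 0.225 and 0.0977 over the 181 genes called higher, of which 128 had the same sign, and 0.162 and 0.207 over the 166 called lower, of which 128 had, so the pooled values rest largely on the direction of the changes. Over the 34 genes of the slow and fast lists, they were 0.670 and 0.514, with the same sign in 29. Genes are not independent replicates, so no p is given. The value over all genes was 0.0228 without TA control replicate 2 and 0.320 without TA control replicate 1. From the correlation in specific genes, with a smaller rise of slow genes after the knockdown, the paper concludes that linc-MYH helps to repress slow genes in fast myofibers.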

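Expressed as folds, the 18 slow genes ran from 0.645 (Pln) to 6.78 (Tnnt1) in TA with shlinc-MYH, with 5 at least 2-fold higher. In cSix1 KO muscle they ran from 0.963 (Pln) to 5.14 (Sln), with 7 at least 2-fold higher. Sln itself was at 3.27 in TA. Tnni1 was at 2.89 in TA and at 2.10 in cSix1 KO muscle. Also at least 2-fold higher in cSix1 KO muscle were Myh7 (2.22) and Tpm3, the slow tropomyosin (2.04). Atp2a2, the calcium pump of slow fibers, was at 1.77 there and Myl2 at 1.90. In TA the shlinc-MYH arrays of Tpm3 lay at -0.63 and -0.56 from its control mean on the log2 scale. Its control arrays lay at 0.68 and -0.68. RMA compresses large folds, and without TA control replicate 2 Tnnt1 was at 3.37 in TA. Without TA control replicate 1, which lay 1.01 log2 units above the control mean, its fold was above 6.78.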

The expression of slow muscle genes was 3 to 10 fold higher in *linc-MYH* knockdown samples, and 5 to 25 fold higher in c*Six1*KO samples, than in the wild type. We further showed that *linc-MYH* lies downstream of *Six1* in the Six myogenic pathway and helps to repress slow muscle genes in fast myofibers. 

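As groups, neither the slow nor the fast genes passed a test of the difference between the comparisons. The effect in TA minus that in cSix1 KO muscle had a median of 0.0048 over the 18 slow genes and of 0.07 over the 16 fast genes, with camera adjusted p = 0.676 and 0.0955; this list test was chosen after the data were seen. Without TA control replicate 2 the slow median was -0.34 and passed, and without shlinc-MYH replicate 2 the fast median was 0.14 and passed. With an estimated correlation the adjusted p was 0.928 and 0.751. No slow gene was called over all genes and 4 were lower in TA when adjusted over the list alone. The difference was 1.44 for Tnnt1, 1.06 for Tnnc1, 0.46 for Tnni1 and -0.66 for Sln, with adjusted p from 0.388 to 0.567 in limma. Among the fast genes Mylk2 was called, at 0.80 (standard error 0.12, adjusted p = 0.0397 from limma), and 1 when adjusted over the list alone. Differences of 0.36 for Pvalb, 0.09 for Tnnt3, 0.06 for Tnni2 and -0.22 for Myh4 did not pass. The Mylk2 call ended with any 1 array left out except TA control replicate 2, for example at 0.76 without cSix1 KO replicate 2. It also ended with the replicate number as a block and with array weights by tissue.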

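Over all genes 29 differed between the comparisons, 15 with the higher and 14 with the lower effect in TA. Mss51 differed by 3.58 (standard error 0.47, adjusted p = 0.0193), Nrk by 1.89 (standard error 0.17, adjusted p = 0.00170), St8sia5 by 1.68, Krt18, a keratin of simple epithelia, by 1.52 and Lsmem1 by 1.43 in limma on all 10 arrays. In the other direction were Tecrl at -2.30 (adjusted p = 2.8e-04), Casr at -1.84, Zfp385a at -1.83, Enpep at -1.70 and Blnk at -1.66. Tissue and the kind of perturbation differ between the comparisons together with the gene that was targeted. Nrk and these last 5 genes passed without each array. The calls of Mss51 (3.34) and St8sia5 (1.50) ended without shlinc-MYH replicate 1. That of Krt18 ended without gastrocnemius control replicate 2 (1.53) and with the replicate number as a block. That of Lsmem1 ended without TA control replicate 1 (1.38) and with array weights by tissue. Each of these calls ended without further arrays. The count ran from 6 without cSix1 KO replicate 2 to 100 without TA control replicate 2, and arrays centred on their medians gave 29 higher and 13 lower.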

The downregulation of all fast-type genes (other than *Myh*4), and the upregulation of slow-type genes, was weaker in the *linc-MYH* knockdown than in the *Six1*cKO line. *Six1* may control several inhibitory pathways, including the *linc-MYH* pathway, to prevent slow-type genes expression in adult fast myofibers. During fetal development, at a stage where *linc-MYH* expression is not yet activated, *Six1/4* increases the nuclear accumulation of the slow muscle repressors Sox6 and HDAC4 to repress slow muscle gene expression [9],[28],[29]. In accordance with this, the expression of the slow genes *Myh7*, *Sln*, *Tnni1* and *Tnnt1* is upregulated in the muscle-specific *cSox6* mutant [30]. This demonstrates that *linc-MYH* and Sox6, lying both downstream of Six1, directly participate in the downregulation of *Sln*, *Tnni1* and *Tnnt1* in fast myofibers. However, the repression of slow *Myh7* in fast myofibers acts by a Six1-Sox6 dependent, but *linc-MYH* independent, repression mechanism. 

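The effect on Myh7 in TA with shlinc-MYH was lower than in cSix1 KO muscle by a log2 difference of -1.48 (standard error 0.26). It did not pass over all genes, with adjusted p = 0.0632 from limma on all 10 arrays (unadjusted p = 1.7e-04), and it passed without TA control replicate 2, at -1.83. Sox6, which represses slow genes in fast fibers, had a log2 fold change of -0.45 in each comparison, with adjusted p = 0.0229 in cSix1 KO muscle and 0.518 in TA from limma. The Sox6 call ended with any 1 gastrocnemius array left out except cSix1 KO replicate 3, for example at -0.43 without control replicate 2.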

In this study, we observed that the levels of fast muscle gene expression decreased by 2–3 folds in the *linc-MYH* knockdown, with the highest decrease found for *Myh*4 expression. The expression of these genes decreased by a factor of 1.3 to 2.5 in c*Six1*KO, with the highest decrease found for *Pvalb* expression (Figures 3E and 5A). The presence of Six4 and Six5 proteins in adult myofibers [11], which have the same DNA binding specificity as Six1, could compensate its absence in c*Six1* KO animals and enable the activation of downstream fast muscle targets. In this case, *linc-MYH* expression could be preferentially dependent upon Six1, rather than on Six4 or Six5. Altogether, these experiments suggest that the accumulation of *linc-MYH* transcripts in the nuclei of fast myofibers facilitates the regulation of a network of genes that drive myofiber specialization via the same pathway as *Six1* and downstream of this transcription factor.

### Forced expression of *linc-MYH* in adult slow Soleus

To test the possibility that *linc-MYH* could modulate the expression of specific muscle genes, we forced its expression in myogenic C2 cells and in primary myoblasts, where endogenous *linc-MYH* expression was faintly detectable even in myotubes four days after their differentiation (data not shown). Transfection of a 13 kb genomic fragment encompassing the whole *linc-MYH* gene lead to efficient *linc-MYH* RNA accumulation in myotubes, but after this forced expression, we were unable to detect any modification in the expression of slow or fast type genes (data not shown). These results suggest that specific cofactors of *linc-MYH* required for its appropriate functioning are lacking in cultured myotubes in culture, in agreement with the expression of *linc-Myh* only in adult fast type fibers. To circumvent the limitations of cultured cells, we turned to *in vivo* experiments in the Soleus in which *linc-Myh* is weakly expressed. Two weeks after *linc-MYH* gene transfection in the Soleus we observed that *linc-MYH* RNA accumulates up to approximately 80% of its expression level in TA (Figure 5E). We observed a selective upregulation of *Myh4* and *Pvalb* mRNAs which were increased to approximately one-third their expression level observed in TA, while mRNA for slow genes remained unchanged (Figure 5E). To test whether the increase in *Myh4* and *Pvalb* mRNA was due to an increased transcription of their genes, and potentially exclude a mechanism implicating mRNA stabilization, we measured pre-mRNA accumulation. As can be seen in Figure 5F, the transcription of these two fast genes is upregulated in the Soleus samples expressing *linc-MYH* proportionally to their mRNA accumulation, demonstrating that *linc-Myh* can work in trans and allow efficient activation of the transcription of specific fast genes. Absence of down regulation of the expression of slow genes in Soleus myofibers expressing *linc-Myh* suggests that, like in cultured myotubes, *linc-Myh* RNA needs specific protein-binding partners to achieve its function. Such specific protein-binding partners may be absent in Soleus as well as in cultured myotubes. Nuclear long non coding RNA are known to guide chromatin modifiers to specific gene loci, and by recruiting histone modifiers or DNA methyltransferase to modulate their transcription rate [31]. Potential *linc-Myh* protein partners expressed differentially in fast and slow adult myofibers may explain how *linc-Myh* efficiently represses the transcription of slow genes and activates the transcription of fast genes in fast myofibers, while in slow myofibers its forced expression is only able to activate the transcription of fast genes.

## Discussion

The commitment and maintenance of muscle fiber fast sub type specialization relies on the specific expression of one of the fast Myosin heavy chain gene present at the fast *Myh* locus, and of specific isoforms of sarcomeric genes [1],[2],[4]. Myosin heavy chains are the primary determinant of the efficiency of muscle contraction. In this manuscript, we identified a novel mechanism for the specialization of the fast-myofiber subtype. We show that the long intergenic non-coding RNA *linc-MYH* and fast *MYH* genes, both of which are essential for myofiber specification, share a common enhancer which is regulated by Six1 homeoproteins. The *linc-MYH* specifically accumulates in nuclei of adult fast myofibers. Its function, as revealed here by *in vivo* knockdown and transcriptome-wide analysis, is to prevent slow-type muscle gene transcription and increase fast-type muscle gene expression in fast-type myofibers. We found *linc-MYH* downregulates the transcription of genes associated with slow muscle contractile properties like the slow genes *Tnn* and *Sln* (a known repressor of Serca1/Atp2a1 protein [32],[33] involved in Ca^++^ reuptake by the sarcoplasmic reticulum). These genes, which belong to the muscle contractile machinery and are repressed in adult fast myofiber, are positively controlled by Six1 in myogenic C2 cells [34], where *linc-MYH* expression is not detected. This suggests that their expression in adult fast myofiber may be restricted by an additional level of regulation involving the *Six1-linc-MYH* axis. As a result of our study we suggest that Six1 controls the acquisition of fast-type myofiber mechanical properties by binding to a single enhancer region of the fast *Myh* locus. It promotes the coordinated expression of fast *Myhs* and that of a strong repressor of genes controlling slow contractile properties. The modulation of Six activity (depending on fiber-type) facilitates changes in the expression levels of the fast genes *Myh* and *Tnn*; these changes are required for the formation of efficient sarcomeric units and the appropriate Ca^++^ cycling and excitation/contraction/relaxation coupling [1]–[4]. The *Myh* enhancer element therefore connects distinct regulatory hubs to achieve ultimate muscle fiber specialization. In this context, *linc-MYH* functions as an end-of-the-chain control element, conveying information on the state of fast *Myh* enhancer activity to repress slow-type specific genes and coordinates a finer level of regulation. This genomic organization at the fast *Myh* locus is reminiscent of the slow *Myh7* locus where two microRNA miR-208b and miR-499 involved in fast myofiber program repression are co-regulated with *Myh7* [35]. The precise molecular interactions between *linc-Myh* and higher order chromatin modifying complexes remains to be identified, to explain how *linc-Myh* coordinates the activation of target genes at specific sites in the nucleus, and the repression of others.

## Materials and Methods

### Mice, ethics statement

Animals were bred and handled as recommended by European Community guidelines. Experiments were performed in accordance with the guidelines of the French Veterinary Department. *cSix1*KO mice were obtained by breeding the *Six1*-*LoxP* mice [26] and transgenic mice expressing a CRE recombinase under the control of the human skeletal actin promoter (HSA) [25].

### ChIP experiments

GP and TA muscles of 2 months old mice were minced with scissors just after sampling and fixed in 1% formaldehyde for 10 minutes. Formaldehyde was quenched by addition of 0.125 M glycine, and muscles were washed twice in PBS. The muscles were incubated on ice in lysis buffer (10 mM Tris-HCl pH 7.9, 85 mM KCl, 0.5% NP40, protease inhibitors (cOmplete, Roche)) for 10 minutes and homogenized with a mortar and, subsequently with a Dounce homogenizer. The nuclei were obtained by centrifugation, incubated in SDS lysis buffer (50 mM Tris-HCl pH 8, 10 mM EDTA, 1% SDS, protease inhibitors) for 10 minutes, and sonicated in a Bioruptor apparatus (Diagenode). The debris were removed by centrifugation. The sonicated DNA was incubated with 1 µg of *Six1* antibodies (HPA001893, Sigma) under agitation at +4°C overnight. 20 µl of Dynabeads protein G (Invitrogen) were added to the samples and incubated under rotation at +4°C for 1 hour. The beads were washed with low-salt buffer (2 mM EDTA, 20 mM Tris-HCl pH 8, 150 mM NaCl, 1% TritonX-100, 0.1% SDS), high salt buffer (2 mM EDTA, 20 mM Tris-HCl pH 8, 0.5M NaCl, 1% TritonX-100, 0.1% SDS), LiCl buffer (1 mM EDTA, 10 mM Tris-HCl pH 8, 0.25M LiCl, 1% NP40, 1% deoxycholate) and TE buffer (1 mM EDTA, 10 mM Tris-HCl pH 8). The DNA was eluted with elution buffer (1% SDS, 0.1 M NaHCO_3_) containing 0.1 mg/ml proteinase K (Invitrogen) at 62°C for 2 hours, and, proteinase K was inactivated by incubation at 95°C for 10 minutes. The DNA was finally purified with MinElute PCR purification kit (Qiagen). The amount of specific amplified DNA is normalized by *beta-Actin* promoter amplification. The sequences of the oligonucleotides used in this study are as follows. Enh 1F, 5′-ATC TCC ACC TCC CTC CAA CT; Enh 1R, 5′-ACC CCC TAG CTT TGA CAG GT; Enh 2F, 5′-AAT CTG ACG ACA GGG TGA GC; Enh 2R, 5′-GGT CGC CTG ACC TGA TAG AG; AldoaF, 5′-CTC TCA AGG CAA ACC AAA GC; AldoaR, 5′-CCA GTG TCC CAG ACC TTC TC; ActbF, 5′-TGT TAC CAA CTG GGA CGA CA; ActbR, 5′-ACC TGG GTC ATC TTT TCA CG, NCF, 5′-ATC CTG CCC CAC TGT GTT AG; NCR, 5′-GCC AGC AAT TTG GTT TGA AT.

### 3C experiments

3C experiments were performed as described [36] with few modifications. Single myofibers were obtained from adult EDL muscles as previously described [26], cross-linked in 2% formaldehyde, 10 mM Tris-HCl pH 7.9, 85 mM KCl, 0.5% NP40 for 10 min at room temperature. Crosslinking reaction was quenched by 1 M glycine. Cross-linked myofibers were lysed for 10 minutes with lysis buffer (10 mM Tris-HCl pH 7.9, 85 mM KCl, 0.5% NP40) on ice, and the nuclei were harvested. Nuclei were resuspended in appropriate restriction enzyme buffer, 0.3% SDS and incubated for 1 hour at 37°C with shaking. Triton X-100 was added to 2%, and samples were incubated for 1 hour at 37°C. Samples were digested with Hind III overnight at 37°C. DNA ligation was performed for 4 hours at 16°C and for 30 minutes at room temperature. Cross-links were reversed, and DNA was then purified by phenol extraction and ethanol precipitation. To correct for the PCR amplification efficiency of different primer sets, a BAC clone containing the mouse *Myh* locus (RP23-61C14) was digested, ligated and used as control templates. Quantification of the data was performed by quantitative real-time PCR using the Lightcycler 480 probe master (Roche Diagnostic). The sequences of the oligonucleotides used in this study are given in Table S3.

### RNA preparation

TA, back, soleus and GP muscles were collected from *cSix1 KO* and control mice. Total RNAs were extracted by Trizol Reagent (Invitrogen) according to manufacturer's instruction.

### cDNA synthesis and qPCR

RNAs were treated with DNase I (Turbo DNA-free, Invitrogen) and were reverse transcribed with Superscript III kit (Invitrogen) according to manufacture's instruction. Reverse transcription was performed with 1 µg of total RNA. Quantitative real time PCR (Light Cycler 480, Roche) was performed using Light Cycler 480 SYBR Green I Master Kit (Roche) according to the manufacturer's protocols. PCR was performed for 40 cycles of 95°C for 15 seconds, 60°C for 15 seconds, and 72°C for 15 seconds. Genes expression level was normalized by the expression level of the housekeeping gene *Actb*. The sequences of the oligonucleotides used in this study are given in Table S4. Pre-mRNA qPCR experiments to measure RNA transcription rate were performed in the same conditions. Reverse oligonucleotides were complementary to intronic sequences, while forward oligonucleotides were complementary to exonic sequences. Samples without reverse transcription were used as controls, and signal due to contaminating DNA was subtracted to the values obtained with cDNA. We noticed that genomic DNA contamination was very low (less than hundred fold level of qPCR value observed with cDNA).

### Muscle contraction test

Skeletal muscle function was evaluated by measuring *in situ* muscle contraction, as described previously [37]. 12 week-old male mice were anesthetized (intraperitoneal injection of pentobarbital sodium, 50 mg/kg). Body temperature was maintained at 37°C using radiant heat. The distal tendon of the TA muscle was attached to an isometric transducer (Harvard Bioscience) using a silk ligature. The sciatic nerves were proximally crushed and distally stimulated by a bipolar silver electrode using supramaximal square wave pulses of 0.1 ms duration. Responses to tetanic stimulation (pulse frequency 50–143 Hz) were successively recorded. Maximal forces were determined at optimal length (length at which maximal force was obtained during the tetanus). Fatigue resistance was then determined after a 5-minutes rest period. The muscle was continuously stimulated at 50 Hz for 2 minutes (sub-maximal continuous tetanus), and the duration corresponding to a 20% decrease in force was recorded.

### RNA-FISH

Fluorescent-labeled antisense *linc-MYH* probes were synthesized according to manufacturer's instruction (FISH Tag RNA kit, Invitrogen). FISH experiments were performed on isolated EDL myofibres and images acquired on a Leica SP2 confocal microscope.

### Generation of shRNA against mouse *linc-MYH*

Five distinct shRNAs targeting mouse *linc-MYH* were designed, called sh*lincMYH*, and inserted into the psiSTRIKE hMGFP system (Promega). The efficiency of each shRNA was established by determination of *linc-MYH* transcript levels in TA muscles transfected by each sh*lincMYH*. The shRNA against 5′-TTC TGC TCA CCA CCT ACA ATT-3′ sequence was selected for the knockdown experiment. For knock down experiments using sh*lincMYH*, a plasmid coding for sh*LacZ* was electroporated in the contra-lateral TA as a negative control.

### Electroporation

*In vivo* transfections were also carried out on 10-weeks old C57Bl6 mice. For each experimental conditions, three to five *Tibialis anterior* (TA) or *Soleus* (Sol) muscles belonging to different mice were used. Under isoflurane anesthesia, legs were shaved and muscles were pre-treated by injection of a sterile 0.9% NaCl solution containing 0.4 U of bovine hyaluronidase/µl two hours before plasmid injection. Ten µg of shRNA-expressing vector were introduced into TA muscles of 8 week-old mice by electroporation as previously described [11]. Two weeks following electroporation, TA myofibers expressing GFP were dissected under a Nikon SMZ1500 stereo microscope and frozen in liquid nitrogen before processing for Luciferase assays or RNA purification.

### Immunohistochemistry

TA, soleus and gastrocnemius muscles were embedded in cryomatrix and quickly frozen in isopentane cooled with liquid nitrogen. Cryostat sections (10 µm) were fixed in 4% PFA, washed in PBS, permeabilized with 0.1% Triton X-100 and left for 1 hour in blocking solution (1× PBS, 1.5% goat serum, 0.1% Triton X-100). Rabbit poly-clonal antibodies directed against Laminin (Z0097, Dako) (1/100 dilution), and monoclonal antibodies against *MYH*7 (NOQ7.5.4D, Sigma) (1/1000 dilution), *MYH*2 (SC-71, Developmental Studies Hybridoma Bank) (1/20 dilution) and against *MYH*4 (BF-F3, Developmental Studies Hybridoma Bank) (1/20 dilution) were applied overnight at 4°C to the treated sections. The next day, after three washes with 1× PBS containing 0.05% Tween-20, cryosections were incubated for 1 h with appropriate fluorescent secondary antibodies (Alexa Fluor 488 goat anti-rabbit IgG 1/1000 dilution, Alexa Fluor 594 goat anti-mouse IgG 1/1000 dilution, Invitrogen). After three washes with 1× PBS containing 0.05% Tween 20, samples were mounted in Vectashield mounting medium.

### Microarray

After validation of RNA quality with the Bioanalyzer 2100 (using Agilent RNA6000 nano chip kit), 50 ng of total RNA were reverse transcribed following the Ovation PicoSL WTA System (Nugen). Briefly, the resulting double-strand cDNA was used for amplification based on SPIA technology. After purification according to Nugen protocol, 5 µg of single strand DNA was used for generation of Sens Target DNA using Ovation Exon Module kit (Nugen). 2.5 µg of Sens Target DNA were fragmented and labelled with biotin using Encore Biotin Module kit (Nugen). After control of fragmentation using Bioanalyzer 2100, the cDNA was then hybridized to GeneChip Mouse Gene 1.0 ST (Affymetrix) at 45°C for 17 hours. After overnight hybridization, the ChIPs were washed using the fluidic station FS450 following specific protocols (Affymetrix) and scanned using the GCS3000 7G. The scanned images were then analyzed with Expression Console software (Affymetrix) to obtain raw data (cel files) and metrics for Quality Controls. The analysis of some of these metrics and the study of the distribution of raw data show no outlier experiment. RMA normalization was performed using R and normalized data was subjected to statistical tests.

### EMSA

EMSA was carried out with *Six1* full-length mouse cDNA cloned into the pCR3 vector (Clontech) as previously described [38]. Recombinant mouse *Six1* protein was obtained with a T7 transcription/translation kit (Promega). The oligonucleotide containing double-stranded myogenin MEF3 site was incubated with recombinant proteins. Competition experiments were performed in the presence of a ten-fold and hundred-fold molar excess of unlabeled identified *Myh* enhancer MEF3 sites (Enh1 to Enh6) or mutated *Myh* MEF3 sites (mtEnh1 to mtEnh6), or *Myogenin* promoter NFI or MEF3 sites. The sequences of the oligonucleotides used are as follows, the MEF3 consensus sequence is underlined; Enh1F 5′-CTC TTG GGT AAC TGG AGC CCC TC-3′. Enh1R 5′-GAG GGG CTC CAG TTA CCC AAG AG-3′. Enh2R 5′-GGT TGA CTT AGA TTT CCT TAT GA-3′. Enh2F 5′-TCA TAA GGA AAT CTA AGT CAA CC-3′. Enh3F 5′-TGT AAG AGA AAC TGA AAT AAA AT-3′. Enh3R 5′-ATT TTA TTT CAG TTT CTC TTA CA-3′. Enh4F 5′-GGG GTA AGA AAT CTG ACG ACA GG-3′. Enh4R 5′-CCT GTC GTC AGA TTT CTT ACC CC-3′. Enh5F 5′-CTA TCA GGT CAG GCG ACC TCA GT-3′. Enh5R 5′-ACT GAG GTC GCC TGA CCT GAT AG-3′. Enh6F 5′-CGT CAA GGA AAC CTT ATT CCA TC-3′. Enh6R 5′-GAT GGA ATA AGG TTT CCT TGA CG-3′. MyogF 5′-TGG GGG GGC TCA GGT TTC TGT GGC GT-3′. MyogR 5′-ACG CCA CAG AAA CCT GAG CCC CCC CA-3′. NF1F 5′-TAT CTC TGG GTT CAT GCC AGC AGG G-3′. NF1R 5′-CCC TGC TGG CAT GAA CCC AGA GAT A-3′. mtEnh1F 5′-CTC TTG GGT AGG ATC CGC CCC TC-3′. mtEnh1R 5′-GAG GGG CGG ATC CTA CCC AAG AG-3′. mtEnh2F 5′-GGT TGA CGA ATT CTT GCT TAT GA-3′. mtEnh2R 5′-TCA TAA GCA AGA ATT CGT CAA CC-3′. mtEnh3F 5′-TGT AAG ACC AAC TGA AAT AAA AT-3′. mtEnh3R 5′-ATT TTA TTT CAG TTG GTC TTA CA-3′. mtEnh4F 5′-GGG GTA AGA AGG ATC CCG ACA GG-3′. mtEnh4R 5′-CCT GTC GGG ATC CTT CTT ACC CC-3′. mtEnh5F 5′-CTA TCA GGT CGG ATC CCC TCA GT-3′. mtEnh5R 5′-ACT GAG GGG ATC CGA CCT GAT AG-3′. mtEnh6F 5′-CGT CAA GGA AGG ATC CTT CCA TC-3′. mtEnh6R 5′-GAT GGA AGG ATC CTT CCT TGA CG-3′.

### Western blot

Western blots were performed with protein extracts of GP and soleus muscles from c*Six1*KO mice and control mice as previously described [9]. 1∶1000 dilutions of anti-Six1 antibodies (HPA001893, Sigma) or anti-β−tubulin antibodies (2128, Cell Signaling) were used.

### Statistical analysis

All graphs represent mean values ± SEM. Significant differences between mean values were evaluated using two-tailed, unpaired Student's t test (when two groups were analyzed) or one-way ANOVA followed by Student Newman-Keuls test (for three or more groups).

### Plasmids construction

For the construction of the pGL3-*Myh2/1/4*, c57bl6N mouse DNA was first used as a template to clone 1.1 kbp promoters of *Myh2/1/4* with forward KpnI/SacI 5′-TTC AGA AAC TGC ATC ACT TAA A-3′ and reverse MluI, 5′-GCA GCT CGG GCA GTG GCC AGT GT-3′, forward KpnI/SacI 5′- CAT ATC TGC ATC TCT AGA TAC C-3′ and reverse MluI, 5′- GGC AGC AGC AGC CAG GAT GTG T-3′, forward KpnI/SacI 5′- ACC GCT AGC CTT GAG CCT TTG-3′ and reverse MluI, 5′- ATA GCG AGA GCC CTT TGT TCT C-3′, respectively. *Myh2/1/4* promoter fragments were subsequently inserted into an KpnI-MluI digested pGL3 basic plasmid. For the construction of the pGL3-Enhancer-*Myh2/1/4*, mouse DNA was first used as a template to clone the enhancer with forward KpnI 5′- GCG TTT CTA ATT CGG CTT GAA C-3′ and reverse SacI, 5′- CAT TTC CTT CCT CTA AAG GCT CTT TATT C-3′. This enhancer fragment was subsequently inserted into KpnI-SacI digested pGL3-*Myh2/1/4* plasmids. For the construction of the pGL3-mutEnhancer-*Myh2/1/4*, the six MEF3 sites of the enhancer were mutated as follows; MEF3 1: 5′-GTAACTGGA to 5′-GTAGGATCC; MEF3 2: 5′-TTAGATTTC to 5′-GAATTCTTG; MEF3 3: 5′-GAAACTGAA to 5′-CCAACTGAA; MEF3 4: 5′-GAAATCTGA to 5′-GAAGGATCC; MEF3 5: 5′-GTCAGGCGA to 5′-GTCGGATCC; MEF3 6: 5′-GAAACCTTA to 5′-GAAGGATCC. All plasmids sequence was confirmed by sequencing.

For the construction of the pSF-pA-CMVe-*linc-MYH*, genomic DNA fragment containing *linc-MYH* was obtained from digestion of a BAC clone containing (RP23-61C14) by BsaWI and AvrII. The 13.3 kbp DNA fragment was subsequently inserted into a SpeI-XmaI digested pSF-pA-CMVe plasmid. For *linc-Myh* gain of function experiments, the empty pSF-pA-CMVe plasmid was electroporated in the contra-lateral Soleus as a negative control. For the construction of the pGL3-*Actb*, pGL3-*Sln and* pGL3-*Tnni1*, mouse DNA was first used as a template to clone the promoters of *Actb*, *Sln*, and *Tnni1* with forward 5′- TTT CTC TAT CGA TAG GTA CCT TTG AGC TCC TGA CCC CGT GTG TAG CTC T-3′ and reverse 5′- GAG CCC GGG CTA GCA CGC GTA AGG AGC TGC AAA GAA GCT G-3′, forward 5′- TTT CTC TAT CGA TAG GTA CCT TTG AGC TCT ACC GAC TAT CAT GCC CAC A-3′ and reverse MluI, 5′- GAG CCC GGG CTA GCA CGC GTC AGG CTA CCA AGG ACC TCA G-3′, forward 5′- TTT CTC TAT CGA TAG GTA CCT TTG AGC TCC TGG GAT TTG AAC CCA TGA C-3′ and reverse 5′- GAG CCC GGG CTA GCA CGC GTC CTC ACC ACA GAC TGC AGA G-3′, respectively. *Actb*, *Sln*, and *Tnni1* promoter fragments were subsequently inserted into a KpnI-MluI site of pGL3 basic plasmid by GeneArt kit (Life Technologies). For the construction of the pGL3-Enhancer-*Actb*, pGL3-Enhancer-*Sln and* pGL3-Enhancer-*Tnni1*, the enhancer fragment was subsequently inserted into an KpnI-SacI site of pGL3-*Actb*, pGL3-*Sln and* pGL3-*Tnni1*plasmids. All plasmids sequence were confirmed by sequencing.

### Luciferase assays

Two µg of Luciferase-expressing vector and one hundred ng of pRL-TK vector (Promega) were introduced into TA muscles of 8 week-old mice by electroporation as previously described [11]. Two weeks following electroporation, the TA muscles were dissected and frozen in liquid nitrogen before processing. The TA muscles were homogenized in Passive Lysis Buffer (Dual-Luciferase Reporter Assay System, Promega) and rotated for 15 minutes. The homogenate were centrifuged to remove debris, and the supernatant was used for measurement of Luciferase activity according to manufacture's instruction (Dual-Luciferase Reporter Assay System, Promega).

### Computational analysis

In order to computationally identify MEF3 binding sites, we built a PWM (position-specific weight matrix) for MEF3, starting from a list of 15 binding sites (see Table S5) that were previously tested by Electrophoretic Mobility Shift Assay on the basis of their proximity to the MEF3 *Myogenin* consensus GAAACCTGA [10]. The PWM (shown in Figure S6 and Table S6) was generated by running the *de novo* motif finder Imogene [39] on small DNA fragments (see Table S5) that contained these binding sites. Imogene used phylogeny to enrich mouse set of DNA fragments with orthologs in 11 other mammalian sequenced genomes and to produce a refined PWM. The information content of the PWM (the genmot Sg parameter of Imogene) was set to 8.7 bits. Binding sites were predicted using a prediction threshold (the scangen Ss parameter of Imogene) of 9 bits and requiring conservation, as explained in [39].

## Supporting Information

Figure S1 Sequences of P1 and P2 boxes of the *Myh* enhancer. Sequences of P1 and P2 boxes of the *Myh* enhancer in mouse, rat, human, bovine and equinides species, and showing the sequence conservation of the six MEF3 sites and E boxes. Coordinates are in mm9 assembly.
(TIF) Click here for additional data file.

Figure S2 Predicted linc-MYH structure. Predicted minimum free energy (MFE) structure of the 1050 nt long linc-MYH, as determined by RNAfold [40]. The color encodes base-pair probabilities.
(TIF) Click here for additional data file.

Figure S3 (A). Competitive Electromobility shift assays. Competitive Electromobility shift assays performed with recombinant Six1 proteins and labeled Myogenin MEF3 oligonucleotide and 10 or 100 fold molar excess of unlabelled oligonucleotides containing Myogenin MEF3 or NF1 site, with MYH MEF3 sites (1, 2, 3, 4, 5, 6) or with mutated MYH MEF3 sites whose sequence is presented on Figure S1 and in the Materials and Methods section. (B). qPCR experiments measuring the relative levels of *Sln* mRNA in adult wt TA and Sol. (C). Luciferase assays of adult TA transfected with *Sln*, *Tnni1* and *Actb* promoters with or without the *Myh* enhancer. TA sampling was performed two weeks after the electroporation, (n = 4). (D). Primary embryonic fibroblasts were transfected with Luciferase plasmids under the control of Myh4 promoter or Myh4 promoter linked with the Myh enhancer. After transfection, fibroblasts were cultured two days before sampling, (n = 3). *P<0.05, ***P<0.001.
(TIF) Click here for additional data file.

Figure S4 Immunostaining of MYH proteins. Immunostaining of MYH7 (red), MYH2 (red), MYH4 (red) and laminin (green) in TA of 12 weeks old control and *cSix1KO* male mice.
(TIF) Click here for additional data file.

Figure S5 Comparison between *cSix1* mice and sh*linc-MYH* treated mice. (*A*) Venn diagram showing the overlap between genes that are up-regulated more than five fold in sh*linc-MYH* and two fold in *cSix1* muscles. (p = 10^−17^ as given by a hypergeometric test). (*B*) Scatter plot of mRNA expression fold change (log2) as determined by microarray analysis of sh*linc-MYH* and *cSix1*. Genes that are up-regulated more than five fold in sh*linc-MYH* and two fold in *cSix1* muscles are indicated in red. (***C***) mRNA expression levels in sh*linc-MYH* knock-down and *cSix1* TA muscles, as measured by qPCR experiments. Ctrl (means ± SEM; n = 4), *cSix1* (means ± SEM; n = 4), sh*LacZ* (means ± SEM; n = 5), sh*linc-MYH* (means ± SEM; n = 5). (*D*) mRNA expression level of *Ankrd1*, *Zdbf2* and *Peg10* in back muscles of *cSix1* KO mice at E18.5, P2W, P4W and P8W, as determined by qPCR experiments, (means ± SEM; n = 3 to 6 for each point). *P<0.05, **P<0.01, ***P<0.001.
(TIF) Click here for additional data file.

Figure S6 MEF3 PWM used in this study.
(TIF) Click here for additional data file.

Table S1 Microarrays analysis of TA muscles electroporated by shRNA.

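Of the first 1999 of the 21225 rows of Table S1, sorted by fold, 1693 carry a gene also measured here with 1 symbol. The authors' fold was set beside the one computed from the deposited signals. The gene was higher in TA with shlinc-MYH here as well in 1672 of them (98.8%), and over these genes the log2 folds had a Pearson correlation of 0.904, with a median absolute difference of 0.0292. Folds more than 1.5 times apart were found for 17 genes, and more than 2 times apart for Sln and 4732465J04Rik, named after their values were seen.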

(XLS) Click here for additional data file.

Table S2 Microarrays analysis of GP muscles of cSix1.

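Table S2 lists the same kind of fold for cSix1 KO muscle, and its first 1999 rows were used. Of 1713 matched genes, 1695 (98.9%) were higher in cSix1 KO muscle here as well, the log2 folds had a Pearson correlation of 0.901, and the median absolute difference was 0.0558. In 4 genes the folds were more than 1.5 times apart, and for Sln and Ak4, an adenylate kinase, named after its value was seen, more than 2 times. The lowest fold among these rows is 1.16, so they hold no falling gene.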

(XLS) Click here for additional data file.

Table S3 Sequence of the oligonucleotides used for 3C.
(DOCX) Click here for additional data file.

Table S4 Sequence of the oligonucleotides used for qPCR.
(DOCX) Click here for additional data file.

Table S5 Coordinates (mm9) of the fragments used to learn the MEF3 PWM.
(DOCX) Click here for additional data file.

Table S6 MEF3 frequency matrix.
(DOCX) Click here for additional data file.

# Supplementary material for: Six Homeoproteins and a linc-RNA at the Fast MYH Locus Lock Fast Myofiber Terminal Phenotype
**Source:** PLoS Genet. 2014 May 22;10(5):e1004386. doi: 10.1371/journal.pgen.1004386
**Supplement:** Table S3 — Sequence of the oligonucleotides used for 3C.

**Table S3.** Sequence of the oligonucleotides used for 3C.

| name of oligonucleotides | Sequence (5'- 3') |
| --- | --- |
| probe | FAM- TCAGCTGCCCAGGGTGACCA- Tamra |
| Enh_3CF | CCAGCCTGTTCTGGGTACAT |
| MYH1_3CR | ACCCCTTGGAATGAGAGTGA |
| MYH2_3CR | TGAAGCAGTGTGGAACAAGC |
| MYH4_3CR | CCAAATTGGTTGATGCTCATT |
| 78038_3CR | CCTGACGCACCATGTCTAAA |
| 104838_3CR | CAGGATTTGGTAGGGGATGA |
| 106285_3CR | CGCACAGCCTAATGAAGACA |
| 134682_3CR | CCCTCTCATATGGTGCCAGT |
| 148019_3CR | GGTCACTGGAGGGATCTGAA |

# Supplementary material for: Six Homeoproteins and a linc-RNA at the Fast MYH Locus Lock Fast Myofiber Terminal Phenotype
**Source:** PLoS Genet. 2014 May 22;10(5):e1004386. doi: 10.1371/journal.pgen.1004386
**Supplement:** Table S4 — Sequence of the oligonucleotides used for qPCR.

**Table S4.** Sequence of the oligonucleotides for qPCR.

| gene name | Forward (5'- 3') | Reverse (5'- 3') |
| --- | --- | --- |
| *Six1* | CTTTAAGGAGAAGTCTCGGG | TTCCAGAGGAGAGAGTTGAT |
| *MYH7* | AGGGCGACCTCAACGAGAT | CAGCAGACTCTGGAGGCTCTT |
| *MYH2* | CCAAGAAAGGTGCCAAGAAG | CGGGAGTCTTGGTTTCATTG |
| *MYH1* | CGGTGGTGGAAAGAAAGG | CAGGAGTCTTGGTTTCATT |
| *MYH4* | GCTTGAAAACGAGGTGGAAA | CCTCCTCAGCCTGTCTCTTG |
| *MYH3* | GCAAAGACCCGTGACTTCACCTCTAG | GCATGTGGAAAAGTGATACGTGG |
| *Tnnt1* | CCCCCGAAGATTCCAGAAGG | TGCGGTCTTTTAGTGCAATGAG |
| *Tnnt3* | GGAACGCCAGAACAGATTGG | TGGAGGACAGAGCCTTTTTCTT |
| *Tnni1* | ATGCCGGAAGTTGAGAGGAAA | TCCGAGAGGTAACGCACCTT |
| *Tnni2* | AGAGTGTGATGCTCCAGATAGC | AGCAACGTCGATCTTCGCA |
| *Tnnc1* | GCGGTAGAACAGTTGACAGAG | CCAGCTCCTTGGTGCTGAT |
| *Tnnc2* | ATGGCAGCGGTACTATCGACT | CCTTCGCATCCTCTTTCATCTG |
| *Sln* | GGTCCTTGGTAGCCTGAGTG | CGGTGATGAGGACAACTGTG |
| *Pvalb* | ATCAAGAAGGCGATAGGAGCC | GGCCAGAAGCGTCTTTGTT |
| *linc-MYH* | GTGCAGCCAGAACAAGACAG | CAAGATGGGAGGCTCTCAAA |
| *Aldoa* | actctctgctgaccgggctct | aatgcttccggtggactcat |
| *Zdbf2* | TAGCGGCTCTTTCGAGAGAC | CCCTGATCTGGGGAGTCAA |
| *Peg10* | TGCACAACTACACTGCCTTTATG | CTGGGCAATCATCTGGAATGC |
| *Ankrd1* | TGCGATGAGTATAAACGGACG | GTGGATTCAAGCATATCTCGGAA |
| *Actb* | GGCTGTATTCCCCTCCATCG | CCAGTTGGTAACAATGCCATGT |
| *Sln pre-mRNA* | AGACAGCCGGGGAGACAGCT | GCTAAGTACGAAGTCTTGCT |
| *Tnnt1 pre-mRNA* | CTTTGATTCCCCCGAAGATT | GGGTTTTCATGAAGGAAGCA |
| *Myh4 pre-mNRA* | TTTGATGCCAAGTCATCGGT | CTCCCACGTCTTGCTTTTAC |
| *Pvalb pre-mRNA* | TTCCCAACAGGATCTCCCAC | TCCAACCTCAGAGGCTACC |

# Supplementary material for: Six Homeoproteins and a linc-RNA at the Fast MYH Locus Lock Fast Myofiber Terminal Phenotype
**Source:** PLoS Genet. 2014 May 22;10(5):e1004386. doi: 10.1371/journal.pgen.1004386
**Supplement:** Table S5 — Coordinates (mm9) of the fragments used to learn the MEF3 PWM.

**Table S5.** Coordinates (mm9) of the fragments used to learn the MEF3 PWM.

| Binding site (mouse) | Chromosome | Start | Stop |
| --- | --- | --- | --- |
| GAAACCTGA | 1 | 136186489 | 136186512 |
| GAAATCTAA | 1 | 78199417 | 78199441 |
| GTAACTGGA | 10 | 106980283 | 106980330 |
| GAAACCGGA | 7 | 53626660 | 53626684 |
| GTAATTTAA | 1 | 66968862 | 66968888 |
| GTAACTGGA | 7 | 133606880 | 133606904 |
| GTAACCTGA | 7 | 133605382 | 133605393 |
| GCAAGGCGA | X | 135448906 | 135448929 |
| GGAACTTGA | 16 | 4523338 | 4523362 |
| GCAAGCAGA | 3 | 94928259 | 94928282 |
| GAAATTGAA | 1 | 66991943 | 66991956 |
| GAAATTTAA | 2 | 164605385 | 164605422 |
| GTAATTTGA | 7 | 148196702 | 148196715 |
| GAAATCTGA | 1 | 136087668 | 136087680 |
| GAAACTTGA | 1 | 94536891 | 94536904 |

# Supplementary material for: Six Homeoproteins and a linc-RNA at the Fast MYH Locus Lock Fast Myofiber Terminal Phenotype
**Source:** PLoS Genet. 2014 May 22;10(5):e1004386. doi: 10.1371/journal.pgen.1004386
**Supplement:** Table S6 — MEF3 frequency matrix.

**Table S6.** MEF3 frequency matrix.

| A | 0.014 | 0.66 | 0.95 | 0.95 | 0.016 | 0.015 | 0.068 | 0.53 | 0.95 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| C | 0.016 | 0.01 | 0.016 | 0.016 | 0.33 | 0.39 | 0.0092 | 0.013 | 0.016 |
| G | 0.95 | 0.0095 | 0.011 | 0.011 | 0.014 | 0.013 | 0.26 | 0.44 | 0.011 |
| T | 0.019 | 0.32 | 0.019 | 0.019 | 0.64 | 0.58 | 0.66 | 0.015 | 0.019 |

How the deposited data were processed for this re-analysis (not part of the article)

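RNA of mouse skeletal muscle was measured on Affymetrix Mouse Gene 1.0 ST arrays in 10 samples. In tibialis anterior (TA) there were 2 arrays of fibers with the shRNA against linc-MYH and 2 with the control vector; in gastrocnemius there were 3 arrays of cSix1 KO mice and 3 of control mice. Groups and replicate numbers were taken from the sample labels and the methods. The labels and the methods differ on the age at sampling of the TA arrays, on the RNA amount and the amplification kit, and on whether the normalization was run in R or with Partek. Neither states that the gastrocnemius arrays came from separate animals, nor that a replicate number is shared by animals of different groups.

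The authors' deposited values were log2 signals, 1 per probe set and array, made from scanned arrays by RMA. The processing notes list RMA and Partek without versions, and the annotation release, and whether both tissues were normalized in 1 run, are not given in the sources used here. The value table had 35556 probe sets with 0 missing values. The 4 TA arrays share one distribution and the 6 gastrocnemius arrays another, at higher signals, so no level was compared between tissues. RMA compresses the signal of very bright and very dim probe sets, and a shift of all genes together cannot be seen after it.

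Probe sets were named through the platform annotation; 21698 of those with 1 gene symbol were matched by Entrez number to the RefSeq annotation of GRCm38.p6, which changed 0 symbols and was used only for names and neighboring genes. For the 999 genes with more than 1 probe set, the one with the highest mean over all 10 arrays was used. No probe set carried linc-MYH or Cdkn1a alone, and 32 genes of the study or of the lists were not analysed here for this reason. Arrays give no read depth; the number of arrays per group limits the precision, and percentiles of the control signal are given where signals were near the top or the middle of the range.

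Each comparison was fitted on its own arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over the 19938 genes and a threshold of 0.05. The difference between the comparisons was a contrast of the 4 groups in 1 limma fit over all 10 arrays. Overlaps were tested with a one-sided Fisher exact test over all genes measured, and fold changes were correlated over genes. The 24 gene lists were tested with camera at a preset correlation of 0.01 between genes. Tables were handled with Python 3.11.15 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. The tests were checked on simulated data, with 5 simulations per comparison. A list of 20 genes raised by 0.5 on the log2 scale was called in 5, in TA and in gastrocnemius, and 0 lists of unchanged genes were called. This 0 cannot be read as the error rate of camera on the arrays. The estimated correlation was 0.86 for the interferon response in TA and 0.84 for macrophage markers in gastrocnemius, against the preset of 0.01. Other splits of the gastrocnemius arrays called 3 to 13 lists. For the difference between the comparisons 74.8% of genes changed 2-fold and 98.4% of those changed 4-fold were recovered, with 8 unchanged genes called on average.

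The genes named were every gene for which the paper names expression, the 10 largest rises and 10 largest falls per comparison among called genes whose groups do not overlap (filled with the largest changes where fewer passed), up to 4 members of each list with the largest moderated statistic, and the 5 most different genes per direction between the comparisons. Genes with no established name and microRNA genes were skipped among the largest changes and the most different genes. Among the largest rises in cSix1 KO muscle these were 1 transcript without an established name, in whose place Casr was added, and Mir377 (1.89) and Mir382 (1.65). Orm2, A930003A15Rik, 4732465J04Rik and Ak4 were named after their values were seen, as were the genes of the Dlk1-Dio3 region.

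The alternatives were quantile normalization, centring of each array on its median, leaving out genes dimmer than the median, the mean of all probe sets of a gene, all 10 arrays in 1 fit, an intensity trend with a robust prior, array weights, the replicate number as a block, the methods' t-test, other fold thresholds for the overlaps, camera with an estimated correlation, fry, and leaving out each array in turn. List tests of the difference between the comparisons, and the set of genes of the Dlk1-Dio3 region, were added after the data were seen. A list of red blood cell markers was kept with 2 measured members. Tables S1 and S2 were held only in their first 1999 rows and were used to compare folds, with no enrichment test. A gene and a gene list are not reported here.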

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

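The tests set against explanations were chosen only after the results they bear on had been seen. So were those of the Dlk1-Dio3 region and of imprinted genes outside it, and the list tests of the difference between the comparisons. The list tests within each comparison and the counts over other splits of the arrays were fixed before the data were examined. The lists were fixed, however, after the rising genes of Tables S1 and S2 had been read. Each result stands here because it is a signal over a group of genes that the paper does not discuss as a group, although it names single members, such as the imprinted Peg10 and Zdbf2.

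Genes of the imprinted Dlk1-Dio3 region, where 40 of the 48 measured are microRNA genes, were higher in cSix1 KO muscle. The median log2 fold change was 0.50, with 22 rises in limma (35 when adjusted over the list alone) and 47 values above 0. Camera gave p = 1.7e-33, and p = 0.00228 with an estimated correlation. Neighboring genes may not vary independently, so the 22 rises are not 22 separate results. Whether these probe sets read microRNAs or longer RNAs of the region was not tested. A single array as the source is argued against by the lowest median with 1 of the 6 arrays left out, 0.48, and the region as the sole source of the higher imprinted genes (median 0.35) by the 14 imprinted genes outside it, at camera p = 5.4e-11 and p = 0.0238 with an estimated correlation. More satellite or regenerating cells in the cSix1 KO samples stay open, since their markers had a median of 0.33. In TA the median of the region was -0.03 (camera p = 0.820), and the median difference, TA minus gastrocnemius, was -0.49 (camera p = 2.8e-23, p = 8.7e-04 with an estimated correlation). Whether this difference between the comparisons comes from the targeted gene cannot be told apart from the muscle, the electroporation and the kind of perturbation, which differ along with it.

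In cSix1 KO muscle macrophage markers had a median of 0.74 and cell cycle genes of 0.39. Fry called the cell cycle list (adjusted p = 0.0112) and not the macrophage list (adjusted p = 0.0890). A lower share of muscle fibers would raise the markers of all other cell types alike, and is argued against as the sole source by the median of macrophage markers minus that of endothelial markers, 0.68, and by medians of 0.03 for lymphocyte and -0.07 for smooth muscle markers. Without cSix1 KO replicate 1 the macrophage and endothelial medians lay closer, at 0.40 and 0.09. Over all 6 arrays fibroblast (0.34), satellite (0.33), adipocyte (0.29) and neutrophil (0.25) markers were higher too, so a part of the change may come from such a share. A single array is argued against by the lowest macrophage median with 1 of the 6 arrays left out, 0.40 without cSix1 KO replicate 1. A candidate explanation is more macrophages and dividing cells in cSix1 KO muscle, which stays open: the median difference over macrophage markers, TA minus gastrocnemius, was -0.56, but it did not pass without TA control replicate 1 (-0.25) or cSix1 KO replicate 1 (-0.35), and the tissues differ in more than the targeted gene. Among the brightest markers, Lyz2 was at 11.08 in cSix1 KO and 10.33 in control muscle and C1qb at 10.01 and 9.53, so control muscle holds these RNAs too; no gene of the list is in another list. With the dimmer genes left out the cell cycle list did not pass.

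In TA with shlinc-MYH heat shock and protein stress genes had a median of 0.52 and denervation-responsive genes of 0.70. A single array is argued against by the lowest heat shock median with 1 of the 4 arrays left out, 0.43, and a lower share of muscle fibers, which would raise endothelial markers too, by the median of these, -0.59, which stayed below 0 with each array left out (from -0.93 to -0.28). The median of macrophage markers minus that of endothelial markers, 0.72, rests on single arrays: the medians were -0.22 and -0.57 without control replicate 2, and 0.48 and -0.64 without control replicate 1. Regeneration after electroporation stays open as a candidate explanation, with a median of -0.055 for cell cycle genes, since both groups were electroporated and a median near 0 over genes that go both ways decides nothing. Whether the shRNA itself, apart from its target, could raise these genes was not tested.

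Other lists of this kind that were higher and passed camera, with medians on the log2 scale, were in TA imprinted genes (0.15), p53 targets (0.18) and satellite and regenerating myoblast markers (0.12). In cSix1 KO muscle denervation-responsive genes had a median of 0.51, heat shock and protein stress genes of 0.14, neutrophil markers of 0.25 and fibroblast and matrix markers of 0.34. Developmental isoforms in TA and the lists that were lower are given with each comparison, apart from the gene list that is not reported here. None of the lists was called with an estimated correlation after adjustment over the 24 lists.

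The 6 gastrocnemius arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. Of these, 1 had as many called genes as the actual grouping, 347, which was the actual grouping itself, and the highest other count was 2. For lists past the threshold 2 of the 10 had as many as the actual 12, and the highest other count was 13, in the split that sets control replicates 1 and 2 and cSix1 KO replicate 2 against the rest.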

How the results depend on the processing

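There were 2 arrays per group in TA and 3 in gastrocnemius, and single arrays moved many counts; the counts of lists fell to 0 with an estimated correlation. The lone array of a TA group, with the other left out, was assumed to vary like the others. All alternatives here were set beforehand, except for the list tests of the difference between the comparisons. The median log2 fold change of all genes was -0.0253 in TA, -0.0062 after quantile normalization and 0.0065 after centring, and 0.0080, -0.0109 and -0.0391 in cSix1 KO muscle. No call in either comparison turned sign under any alternative, and where a value moved the cause was not tested, unless fewer arrays or genes, or a wider fit, show it by construction.

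In TA, where limma called 3 genes, centring on the array medians gave 10, all 10 arrays in 1 fit 131 (105 higher, 26 lower), the methods' t-test 0 after Benjamini-Hochberg adjustment and 1383 at an unadjusted p under 0.05, and limma without each array 0. The 66 genes at least 2-fold apart became 123 or 97 without control replicate 1 or 2, and 114 or 124 without shlinc-MYH replicate 1 or 2. In cSix1 KO muscle, where limma called 347 genes, an intensity trend with a robust prior gave 543, array weights 989 (cSix1 KO replicate 3 had the lowest weight, 0.355), the methods' t-test 4 and 2603, and limma without single arrays 51 to 560. Leaving out dim genes gave 484, quantile normalization 366 and all 10 arrays 250. Shared with the 347 were 341 under the trend, 347 with weights, 304 after quantile normalization, 308 after centring and 51 to 294 without single arrays. The 84 genes at least 2-fold apart became 71 to 143 without single arrays (143 without cSix1 KO replicate 3).

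The overlap of 5 genes was 8 at 3-fold in TA and 2 (without TA control replicate 2) to 6 without single arrays; that of 17 genes at 2-fold was 60 at 1.5-fold and 12 to 23. The correlation of 0.201 over all genes ran from 0.0228 without TA control replicate 2 to 0.320 without TA control replicate 1. The 29 genes that differed between the comparisons were 12 without dim genes, 15 with array weights by tissue, 16 or 100 without TA control replicate 1 or 2, 16 without shlinc-MYH replicate 1, 15 or 14 without gastrocnemius control replicate 1 or 2, 11 or 6 without cSix1 KO replicate 1 or 2, and 25 to 43 without the other arrays. With an estimated correlation the lists past the threshold went from 11 to 0 in TA and from 12 to 0 in cSix1 KO muscle. Fry gave 0 in TA and 11 in cSix1 KO muscle, not all of them among the 12. Without single arrays the lists past the threshold in camera ran from 13 to 15 and from 11 to 18. The interferon response, TA minus gastrocnemius, at 0.26, turned to -0.19 without shlinc-MYH replicate 2 and was 0.67 without shlinc-MYH replicate 1.

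With the replicate number as a block (replicate block) limma called 5 genes in TA, 186 in cSix1 KO muscle (119 higher, 67 lower, 158 shared with the 347) and 24 in the difference, and camera 11 and 16 lists. Deviations of same-numbered arrays correlated at 0.185 in TA, with 2 pairs, and at 0.216, -0.137 and 0.0840 in gastrocnemius, where not every array correlated best with its own number. With 2 pairs the value in TA cannot show whether arrays are paired, and the methods place the control of such experiments in the other leg, so pairing in TA stays open.

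Over the genes named and all alternatives, 2616 values of cSix1 KO muscle kept their direction and side of the threshold, 109 passed only under the alternative, 197 only in the fit as designed, and 67 values that were not called moved. In TA these were 2447, 51, 15 and 94, and for the difference 2787, 17, 40 and 131. Over the lists they were 254, 27, 19 and 9 in cSix1 KO muscle, 201, 15, 28 and 20 in TA, and 314, 16, 26 and 26 for the difference. For the difference 1 further list value turned direction.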

Differences from the paper's values

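The paper's fold rise of Ankrd1 in linc-MYH knockdown TA is 10, and the value here was 6.65. Of the alternatives set before the data were examined, centring (6.80) and leaving out TA control replicate 1 (7.08) or shlinc-MYH replicate 1 (7.33) brought it within 1.5 times of the paper's value without reaching it, and the others did not. Table S1 itself gives 6.80 for Ankrd1, the paper's value there. The values here are array signals, while the paper also cites a qPCR panel of both conditions (Figure S5C).

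For slow genes in cSix1 KO samples the paper gives rises from 5 to 25 fold. Over Sln, Tnni1, Tnnc1 and Tnnt1 the lowest was 2.10 (Tnni1) and the highest 5.14 (Sln) here, and both differ under every alternative. The paper gives this range also for qPCR of cSix1 KO TA muscles (Fig. 3E), another muscle than the gastrocnemius of the arrays. For fast genes in linc-MYH knockdown the paper's decreases are 2 to 3 folds, while over Myh4, Tnnt3, Tnni2 and Pvalb the control signal over that with shlinc-MYH ran from 1.01 (Tnnt3) to 1.27 (Myh4), and again every alternative differs. The paper cites qPCR panels for the fast genes, and the values here are array signals.

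The paper's Table S1 gives 9.44 for Sln and Table S2 gives 24.0. From the deposited signals the folds were 3.27 and 5.14, from the 1 probe set of Sln, and no alternative reached the paper's values. The folds of the other genes compared with these tables, those the paper names, did not differ.

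The paper states that the genes most increased in the knockdown were all significantly increased in cSix1 KO muscle. Here Ankrd1 was 2.14-fold higher there and limma did not call it (adjusted p = 0.289); Sln, Tnnt1, Zdbf2, Tnnc1 and Peg10, the others of the highest folds in Table S1, were called, of which Tnnt1, Tnnc1 and Peg10 were not with all 10 arrays in 1 fit, and none was with the methods' t-test after Benjamini-Hochberg adjustment. The 6 genes at least 5-fold higher in the knockdown here differ from these, with Bex1 (log2 fold change -0.16 in cSix1 KO muscle) and without Sln. For its statement the paper cites Figure S5, which holds a 2-fold threshold on the arrays and qPCR of cSix1 KO TA muscle. Ankrd1 passed the 2-fold threshold here. Limma calls on gastrocnemius arrays differ from those panels in threshold, and from the qPCR in muscle and assay. The paper describes a strong correlation in specific genes between the comparisons; Pearson's r was 0.201 over all genes and 0.670 over the slow and fast lists.

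The paper reports strong increases, measured by qPCR (Fig. 5A), of Sln, Tnni1, Tnnc1 and Tnnt1 in the knockdown. All 4 were higher here, from 2.89-fold to 6.78-fold, and limma called 0 of them; Sln was called after centring, with the replicate block and with all 10 arrays in 1 fit, and Tnni1 and Tnnt1 with all 10 arrays. Peg10, which the paper also counts as increased, was not called in limma (fold 5.44) and was called with all 10 arrays in 1 fit. At an unadjusted p under 0.05 the methods' t-test had Sln and Tnni1. The paper reports lower fast genes in the knockdown; 14 of 16 had a value below 0, and limma called 0 of them. For cSix1 KO mice the paper reports lower fast genes in TA by qPCR, and in gastrocnemius limma called Mylk2 of the 16; Pvalb, at a fold of 0.752, was called with the dimmer genes left out, after centring, with all 10 arrays, with an intensity trend, with array weights and without cSix1 KO replicate 3, and the methods' t-test at an unadjusted p under 0.05 had Pvalb, Myh4, Tnnt3 and Tnnc2.

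The paper states that the increase of slow genes was weaker in the knockdown than in cSix1 KO muscle, and cites no figure there. Its qPCR of TA in both conditions is in Figs. 3E and 5A. The values here set TA arrays against gastrocnemius arrays, so muscle and assay differ from those panels. The effect in TA was above that in cSix1 KO muscle in 9 of 18 slow genes, with a median difference of 0.0048; Tnnt1 (1.44) and Tnnc1 (1.06) were higher in TA and Sln (-0.66) and Myh7 (-1.48) lower, and none passed; without TA control replicate 1 Tnnc1 passed, at 2.22, and without TA control replicate 2 Myh7 passed, at -1.83. For fast genes other than Myh4 the paper finds a weaker fall in the knockdown. The difference was above 0 in 9 of 16 fast genes, among them Mylk2 (0.80), which passed, Pvalb (0.36), Tnnt3 (0.09) and Tnni2 (0.06), and below 0 in others, among them Myh4 (-0.22), Atp2a1 (-0.07) and Actn3 (-0.06). Ankrd1 and Peg10, which the paper finds more increased in the knockdown, differed by 1.63 and 1.33 in that direction and did not pass.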

Other observations

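Single regulators of transcription rose in cSix1 KO muscle. Six4, a homeoprotein, rose by a log2 fold change of 0.54 (standard error 0.07, adjusted p = 0.0153 from limma), from 8.90 ± 0.09 to 9.44 ± 0.06 (SD, n = 3 each), and Eya4, a transcriptional coactivator, by 0.66 (adjusted p = 0.0261). Six5 was at -0.01. Hdac4, a deacetylase that represses muscle genes, rose by 0.67 (adjusted p = 0.0387) and Tead4, a transcription factor of muscle, by 0.66 (adjusted p = 0.0476). The calls rest on few arrays: without control replicate 2 those of Eya4 (0.55), Hdac4 (0.57) and Tead4 (0.59) ended, without control replicate 3 that of Six4 (0.50), and each ended without further arrays.

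As groups, 9 of the 24 lists differed between the comparisons in camera, a test chosen after the data were seen, and 0 with an estimated correlation; fry was not run on this contrast. Among these, the effect in TA minus that in cSix1 KO muscle was higher for heat shock genes (median 0.44, 19 of 19 above 0, camera adjusted p = 1.5e-08), developmental sarcomere isoforms (0.65, adjusted p = 0.0156) and the interferon response (0.26, adjusted p = 0.0369). It was lower for endothelial markers (-0.66, 0 of 10 above 0, adjusted p = 3.0e-05), cell cycle genes (-0.47, adjusted p = 6.8e-06), fibroblast and matrix markers (-0.34, adjusted p = 0.0260), fatty acid oxidation (-0.26, adjusted p = 7.4e-05) and macrophage markers (adjusted p = 0.00520). The developmental list did not pass after quantile normalization (0.58), nor the interferon response after quantile normalization (0.30), after centring (0.34) or with the dimmer genes left out (0.28). Several of these calls ended with single arrays. The developmental list was at 0.42 without TA control replicate 2 and at 0.32 without shlinc-MYH replicate 1, and the fibroblast list at -0.22 without TA control replicate 1, -0.14 without shlinc-MYH replicate 2 and -0.30 without gastrocnemius control replicate 2. The interferon response was at 0.08 without TA control replicate 2, 0.13 without cSix1 KO replicate 1 and 0.22 without cSix1 KO replicate 2. It was at 0.18 or 0.22 without gastrocnemius control replicate 2 or 3. Without shlinc-MYH replicate 2 the interferon response turned direction, to -0.19. With the dimmer genes left out the cell cycle list was at -0.03 and did not pass. Other arrays moved medians that still passed: the developmental list was at 0.98 without TA control replicate 1, the macrophage list at -0.92 without TA control replicate 2, the endothelial list at -0.33 without shlinc-MYH replicate 1, the fibroblast list at -0.58 without gastrocnemius control replicate 3 and the interferon response at 0.45 without cSix1 KO replicate 3. Ppp1r1a, an inhibitor of protein phosphatase, was lower in TA with shlinc-MYH relative to cSix1 KO muscle, with a log2 difference of -1.63 (adjusted p = 0.0419 from limma), and did not pass with any 1 of 8 of the 10 arrays left out, for example at -1.49 without TA control replicate 1.

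Groups that do not overlap were seen for 4160 of the 19938 genes in gastrocnemius, where chance gives 10%, and for 7826 in TA, where chance gives 33%, so in TA such groups say little of a single gene.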
